# Isoform Diversity and Regulation in Peripheral and Central Neurons Revealed through RNA-Seq

**DOI:** 10.1371/journal.pone.0030417

**Published:** 2012-01-17

**Authors:** Jessica K. Lerch, Frank Kuo, Dario Motti, Richard Morris, John L. Bixby, Vance P. Lemmon

## Abstract

To fully understand cell type identity and function in the nervous system there is a need to understand neuronal gene expression at the level of isoform diversity. Here we applied Next Generation Sequencing of the transcriptome (RNA-Seq) to purified sensory neurons and cerebellar granular neurons (CGNs) grown on an axonal growth permissive substrate. The goal of the analysis was to uncover neuronal type specific isoforms as a prelude to understanding patterns of gene expression underlying their intrinsic growth abilities. Global gene expression patterns were comparable to those found for other cell types, in that a vast majority of genes were expressed at low abundance. Nearly 18% of gene loci produced more than one transcript. More than 8000 isoforms were differentially expressed, either to different degrees in different neuronal types or uniquely expressed in one or the other. Sensory neurons expressed a larger number of genes and gene isoforms than did CGNs. To begin to understand the mechanisms responsible for the differential gene/isoform expression we identified transcription factor binding sites present specifically in the upstream genomic sequences of differentially expressed isoforms, and analyzed the 3′ untranslated regions (3′ UTRs) for microRNA (miRNA) target sites. Our analysis defines isoform diversity for two neuronal types with diverse axon growth capabilities and begins to elucidate the complex transcriptional landscape in two neuronal populations.

## Introduction

Next Generation sequencing applied to the transcriptome (RNA-Seq) is a transformational technology that uncovers vast amounts of novel information about transcript expression and identity. With its advent the rich complexity of the mammalian transcriptome is beginning to be fully appreciated [1]–[3]. The most common ways of studying gene expression and function (knockout, knockdown, transgenic overexpression, and microarray) have generally been unable to distinguish between different isoforms from a given locus, or even to reveal their number and complexity. For example, gene knockout or knockdown may (or may not) affect all isoforms, and overexpression experiments are generally limited to a single “standard” isoform. Isoforms of the same gene can differ in expression pattern and function. For example, alternative splicing of the chromatin remodeling factors Brg1-associated factors (BAF57) produces two different isoforms, one that is glial specific and one that is neuronal specific [4]. Neural cell adhesion molecule (NCAM) has three known isoforms and loss of the 180 kDa version leads to changes at the neuromuscular junction that are accompanied by motor deficits [5]. In addition to isoforms that differ in protein coding region, changes in the UTRs can effect isoform localization. This is illustrated by a brain derived neurotrophic factor (BDNF) isoform that has a long 3′ UTR which is necessary for localization to dendrites [6]. Systematic characterization of the identity and number of isoforms, or the diversity of transcripts expressed from any single transcriptional unit has not been possible without laborious experimentation, so the structural and functional diversity of transcripts from the vast majority of genes is not understood. RNA-Seq has the ability to uncover details about isoform diversity and expression levels. It offers a large dynamic range, accurate quantification and the ability to identify the sequences of all the RNA species within a given cell type. This information enables a comprehensive approach to identification of the molecular networks and regulatory mechanisms underlying transcriptional control.

A detailed knowledge of the expression of cell specific isoforms is crucial to understanding cellular diversity. This is especially obvious in the nervous system, with its enormous variety of cell types with distinct functions and characteristics. Previous RNA-Seq studies of nervous system tissues have involved mixed populations of neurons with other cell types [7], [8]. To identify neuronally expressed isoforms, and to relate gene expression to neuronal type-specific properties, we applied RNA-Seq to cultured peripheral neurons from dorsal root ganglia (DRG neurons) and to cultured cerebellar granule neurons (CGNs). This neuronal comparison should lend itself to the identification of isoforms and pathways pertinent to the intrinsic mechanisms underlying axon regeneration, since DRG neurons regenerate in situations in which central nervous system neurons, such as CGNs, do not [9], [10].

We found enormous diversity of isoform expression between DRG neurons and CGNs, with over 8,000 differentially expressed isoforms. We scanned the promoters and 3′ UTRs of differentially expressed isoforms for cis-elements involved in transcription regulation and identified transcription factors (TFs) and miRNAs potentially involved in the control of isoform specific expression. Known interactions between predicted TFs and miRNAs were used to generate regulatory networks that may be driving isoform specific expression differences. Thus we have identified new intracellular targets that may affect neuronal type specific transcript expression.

## Results

### Next Generation Transcriptome Sequencing

RNA-Seq was performed on the polyadenylated fraction of RNA isolated from DRG neurons and CGNs from postnatal day 8 mice grown on the growth permissive substrate laminin (LN). DRG neurons were used because of their robust axonal growth in culture, and because they represent a well-established model for understanding axonal regeneration [9]–[11]. CGNs were chosen because they can be obtained in relatively large numbers and high purity and have been used extensively for in vitro studies of neurite growth [12], [13]. Approximately 40 million, 50 base pair sequence fragments (“reads”) were recovered from each biological replicate (Table 1). Read alignment, transcript assembly and expression estimation were performed using Bowtie, Tophat and Cufflinks software [14]–[16]. ∼80% of all reads mapped to the mouse reference genome (NCBI37/mm9) and over 3 million reads were recognized as spanning a splice junction (Table 1). 

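DRG neurons and CGNs of postnatal day 8 mice were compared in 5 libraries. The 3 DRG libraries came from ganglia of 2 mice each, cultured for 16 days, and the 2 CGN libraries from 1 mouse each, cultured for 16 hours, so time in culture differed together with the cell type. By the paper the DRG cultures were mostly, but not wholly, neuronal. Values given below for DRG neurons or CGNs are therefore those of whole cultures, including any other cells. By the paper's Table 1, 36127068 to 44523431 reads were processed per library and 29835103 to 36476724 were aligned. The deposited values are FPKM that the authors estimated with Cuffdiff and its upper-quartile normalization, once for each library and once for all libraries of a cell type together, here called the grouped FPKM. Read counts were not analysed here, so the depth behind a single value is unknown, and an FPKM listed at 0 is not read as absence: the ribosomal protein gene Rps13 was listed at 0 in all 5 libraries. The FPKM of all isoforms had a mean total 1.88 times as high in the DRG libraries as in the CGN libraries. Across genes, which are not independent replicates, Pearson's r of log2(FPKM + 50) was 0.897 to 0.908 between DRG libraries, 0.93 between the CGN libraries and 0.641 to 0.666 between a DRG and a CGN library. Differences were tested with limma on log2(FPKM + 50), for each isoform and for each gene as the sum of its isoforms, where the FPKM was at least 50 in at least 2 libraries. A feature was called higher or lower in DRG neurons at a Benjamini-Hochberg adjusted p under 0.05, and log2 fold changes are DRG neurons over CGNs. The p-values measure the spread between these cultures. The median log2 fold change of all 13275 genes tested was 0.59 with the FPKM as deposited, 0.01 after quantile normalization, -0.27 after scaling to equal total FPKM and -0.04 after median ratio scaling, and directions were examined under each of these. Lists of genes were also tested as sets with limma's camera, relative to all other genes, at a preset correlation of 0.01. With this setting 21 of 28 lists passed an adjusted p of 0.05. With a correlation estimated from the data 0 lists passed, the lowest adjusted p being 0.26, and 5 lists had an unadjusted p under 0.05. Estimating the correlation from only 5 libraries leaves this form little power, so lists that did not pass it are not shown to be unchanged.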

Estimated normalized expression levels were reported in **F**ragments (aka: reads) **P**er **K**ilobase of exon per **M**illion mapped reads (FPKM). 

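The kinesin gene Kif21a had 25 isoforms in the deposited table, the most among the genes named here. Mtap2, which encodes a microtubule-associated protein of dendrites, had 17, and Mtap7d2, another microtubule-associated protein gene, had 16. A single isoform was listed for Sncg, which encodes γ-synuclein, and for Itgb1, which encodes the integrin β1 subunit. In all, 15390 reference isoforms and 34966 isoforms assembled from the reads were listed for 15154 genes, of which 9645 had more than 1 isoform. FPKM was listed at 0 in all 5 libraries for 1846 isoforms. The status of the authors' Cuffdiff test was OK for 27661 isoforms, FAIL for 17509 (34.8%) and NOTEST for 5186. A gene of the same name was found in the GENCODE M1 annotation of NCBIM37 for 11166 genes, and the listed positions of 11120 of them (99.6%) overlapped it.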

There were over 50,000 transcripts mapping to annotated areas of the genome and over 135,000 transcripts mapping to genomic regions lacking annotation. For the purpose of this report we focused only on transcription events at the level of known, active loci (annotated loci, Table S1, GEO Accession #GSE33343).

**Table 1:** Summary of the read alignment and mapping from Tophat.

Sample	Reads Processed	Reads with at least one reported alignment	Spliced Fragments	Reads Failing Alignment	Total Alignments
DRG1	39,925,227	32,659,840 (81.80%)	3,512,810	6,903,205 (17.29%)	59,973,578
DRG2	36,127,068	29,835,103 (82.58%)	3,752,635	5,928,924 (16.41%)	49,178,992
DRG3	37,869,918	30,129,189 (79.56%)	4,296,280	7,358,428 (19.43%)	48,293,420
CGN1	41,163,218	33,827,887 (82.18%)	4,678,223	6,813,356 (16.55%)	55,644,984
CGN2	44,523,431	36,476,724 (81.93%)	4,294,769	7,590,331 (17.05%)	62,193,644

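In DRG neurons the highest grouped FPKM was that of Tubb3_j2, an assembled isoform of neuron-specific β-tubulin on chromosome 8 (125935445 to 125945935, mm9), at 471722. Uchl1, which encodes a neuronal ubiquitin hydrolase, followed at 414318 and was the highest isoform in DRG replicate 2, at 344373. In CGNs the highest was Tmsb4x, which encodes an actin-binding thymosin, at 343432, followed by Tubb5, another β-tubulin, at 144871. Over the libraries, Tubb3_j2 had an FPKM of 472182 ± 146727 (SD, n = 3) in DRG neurons and 56243 ± 17865 (SD, n = 2) in CGNs, a log2 fold change of 3.05 (standard error 0.44, adjusted p = 0.012, limma). It was no longer past the threshold without DRG replicate 1 (2.89) or DRG replicate 3 (2.93). Uchl1 had 414585 ± 72560 and 32065 ± 12445 (log2 fold change 3.73, standard error 0.39, adjusted p = 0.0049, limma). With the FPKM as deposited Tmsb4x did not differ detectably, at 340763 ± 45507 and 339106 ± 124638 (log2 fold change 0.05, standard error 0.39, adjusted p = 0.95, limma). It was called lower in DRG neurons after quantile normalization (-0.91, adjusted p = 0.001), equal total FPKM (-0.92, adjusted p = 0.0013) and median ratio scaling (-0.67, adjusted p = 0.0066), and was below 0 without CGN replicate 1 (-0.33) or DRG replicate 1 (-0.05). An FPKM under 1% of the highest isoform was found for 95.55% of isoforms in DRG neurons (94.17 to 96.32% in single libraries) and for 96.82% in CGNs (96.61 and 96.76%).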

The vast majority of transcripts mapping to an annotated locus (95%) had an FPKM that was lower than 1% of the FPKM of the highest expressed isoform (Tubb3, FPKM  = ∼400,000+) indicating that the majority of transcripts fall into a relatively low expression fraction. This observation is consistent with previously described global gene expression patterns (Figure 1A; [17]). To interpret patterns of transcript diversity within the limits of sequencing depth achieved in this study (40 million reads/sample), we identified a statistical cutoff for reliability of expression measurements based on FPKM values. The Cufflinks software produces estimates of FPKM and their 95% confidence intervals; we classified isoforms with a lower confidence bound >0 as having a “reliable” FPKM estimate and isoforms with a lower confidence bound equal to 0 as having an “unreliable” FPKM estimate. We quantified the relationship between reliability and FPKM using data from each group of biological replicates to fit a logistic regression function relating the probability that an isoform is reliable to its FPKM value (Figure 1B). Based on these analyses, we chose an FPKM threshold of 50. This threshold for FPKM produced nearly balanced false positive and false negative classification rates (false positive rates, ca. 0.14; false negative rates ca. 0.19). 

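Klf4, which encodes a transcription factor that restrains axon growth, stayed under an FPKM of 50 in every library, at 1.52, 13.0 and 0.24 in DRG neurons and 5.77 and 3.17 in CGNs. Lif, a cytokine of the nerve injury response, reached 50 only in DRG replicate 1, with 100, 3.33 and 29.6 in DRG neurons and 0.01 and 26.6 in CGNs. The lower confidence bound of the grouped FPKM was above 0 for 61.8% of 48044 isoforms in DRG neurons and 59.3% of 47896 in CGNs, taking isoforms with a grouped FPKM above 0. Logistic regression on log10 FPKM was fitted to isoforms at 0.001 or more. In it the probability of a bound above 0 was 0.5 at an FPKM of 24.3 in DRG neurons and 24.4 in CGNs. For single libraries this FPKM was higher, at 39.8 to 42.8 for DRG neurons and 27.2 and 34.1 for CGNs. At a threshold of 50, the false positive rate was 0.133 in DRG neurons and 0.112 in CGNs, and the false negative rate was 0.141 and 0.152.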

Unreliable transcript abundance values were considered to be not expressed for the purposes of our data analysis. In our data set there were 36,119 distinct transcripts with FPKM values ≥50 that mapped to annotated regions of the genome.

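The grouped FPKM was at least 50 for 27954 isoforms in DRG neurons and 26250 in CGNs, and for 34734 in at least 1 of these cell types. All 4 Atf3 isoforms were among them in both cell types, while the 3 isoforms of Adcyap1, which encodes the neuropeptide PACAP, were among them in DRG neurons only. Of the 8 listed isoforms of Mdk, which encodes the growth factor midkine, 3 were at 50 or more in DRG neurons and 4 in CGNs. In single libraries 25673, 26457 and 26799 isoforms were at 50 or more in DRG neurons and 24422 and 27136 in CGNs, so the CGN libraries lay on both sides of the DRG libraries.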

**Figure 1:**
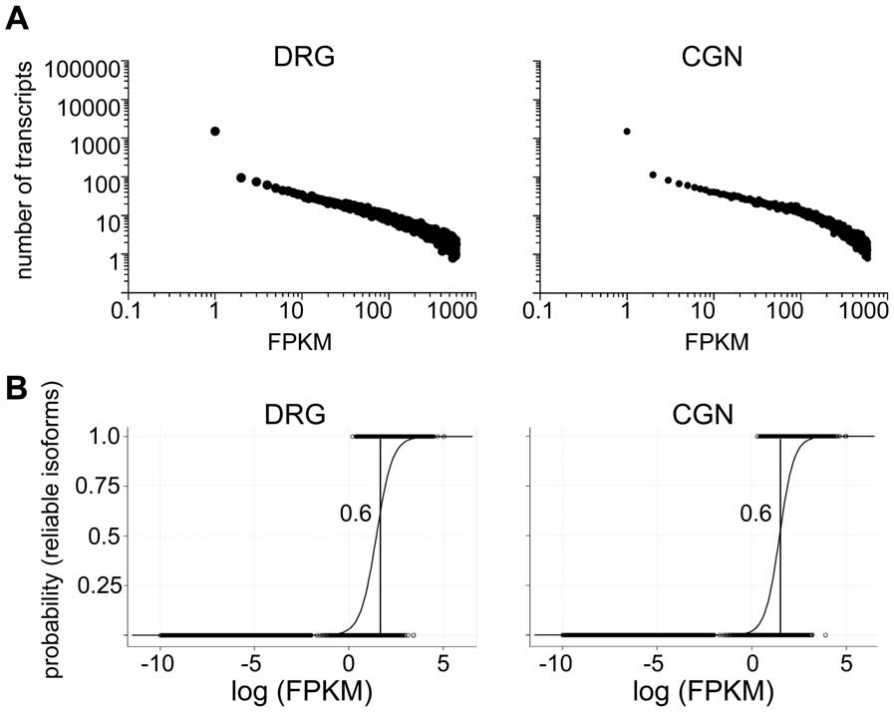
Patterns of transcript expression and determination of reliably expressed transcripts. *A*, Transcripts that occur at low abundances are more frequent than transcripts that occur at high abundances. Power-law distribution states that the probability of gene expression k, will decay as a power-law P(k) ∞ k^−r^. This expression pattern occurs in both neuronal types. DRG R^2^ = 0.927. CGN R^2^ = 0.902. Axis in log scale. *B*, Logistic regression relationships between ‘reliability’ of isoform expression, measured by isoform FPKM having a lower confidence limit exceeding 0, and log (FPKM), for DRG neurons (left) and CGNs (right).

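Isoforms of DRG neurons and CGNs fell off with FPKM at nearly the same rate. In DRG neurons the log10 number of isoforms per FPKM bin, from 1 to 600, had a slope of -0.85 (standard error 0.011) on log10 FPKM and an R squared of 0.904, over 27273 isoforms of the grouped values. In CGNs the slope was -0.87 (standard error 0.011) and R squared 0.906, over 28529 isoforms. R squared was 0.897 to 0.909 in the 3 DRG libraries and 0.892 to 0.908 in the CGN libraries. From 1 to 100 FPKM alone the slopes of the grouped values were shallower, at -0.54 in DRG neurons and -0.55 in CGNs.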

### Isoform Diversity

Because DRG neurons and CNS neurons such as CGNs are highly distinct in their developmental origins, integration into circuits, and axonal growth properties [18]–[20], one would predict functionally important differences in their expression of genes and gene isoforms. 

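Sncg, which is expressed in most sensory neurons, had an FPKM of 195014 ± 30379 (SD, n = 3) in DRG neurons and 82.4 ± 26.5 (SD, n = 2) in CGNs, a log2 fold change of 10.53 (standard error 0.33, adjusted p = 5.3e-07, limma). P2rx3, an ATP-gated channel of nociceptors, had 107965 ± 18492 and 55.6 ± 20.6 (log2 fold change 10.0, standard error 0.33, adjusted p = 5.3e-07), and the peripheral intermediate filament gene Prph had 36590 ± 7105 and 26.2 ± 16.4 (log2 fold change 8.91, standard error 0.35, adjusted p = 1.4e-06). Trpv1, the capsaicin receptor, was at 7595, 6398 and 5903 in the DRG libraries and listed at 0 in both CGN libraries. Of 29 sensory neuron genes, 23 were higher in DRG neurons by limma and 6 did not pass (23 higher when adjusted over the list alone, set test adjusted p = 6.2e-11, adjusted p = 0.26 with an estimated correlation), and 23 were higher and 1 lower under each other scaling. Neurod1, a transcription factor required for granule neurons, had 33.6 ± 30.5 in DRG neurons and 67097 ± 21047 in CGNs (log2 fold change -9.69, standard error 0.5, adjusted p = 6.7e-06). Pax6 and Barhl1, transcription factors of the granule lineage, were listed at 0 in every DRG library and at 13974 and 24404, and 14129 and 21193, in the CGN libraries. Of 24 granule neuron genes, 23 were lower in DRG neurons and 1 did not pass under every scaling (23 lower when adjusted over the list alone, set test adjusted p = 1.2e-23, adjusted p = 0.26 with an estimated correlation). With either CGN library left out, 12 of 13 tested were lower. Hoxa9, which patterns the trunk, was at 2022, 1645 and 1801 in the DRG libraries and listed at 0 in the CGN libraries, as were Hoxd8 (1922, 1837 and 2380 in the DRG libraries) and Hoxa7 (1708, 1745 and 1264). Of 21 Hox genes, 17 were higher in DRG neurons and 4 did not pass, and 17 were higher under each other scaling (18 higher when adjusted over the list alone, set test adjusted p = 1.9e-08, adjusted p = 0.26 with an estimated correlation). Among neuropeptides, Calca, the precursor of CGRP, had 130685 ± 62454 in DRG neurons and 512 ± 58.3 in CGNs (log2 fold change 7.73, standard error 0.46, adjusted p = 1.6e-05), and 11 of 15 were higher, 2 were lower and 2 did not pass (12 and 2 when adjusted over the list alone, set test adjusted p = 0.0042, adjusted p = 0.39 with an estimated correlation). The split was 11 and 2 after quantile normalization, 9 and 3 at equal total FPKM and 10 and 3 after median ratio scaling. Among 9 vesicular and uptake transporters, the vesicular glutamate transporter Slc17a6 was higher (17521 ± 4852 and 4674 ± 942, log2 fold change 1.87, standard error 0.36, adjusted p = 0.0035), 7 were lower and 1 did not pass (1 and 7 when adjusted over the list alone, set test adjusted p = 1e-05, adjusted p = 0.34 with an estimated correlation). Of 6 tested, 1 was lower without CGN replicate 1 and 2 were lower without CGN replicate 2. At equal total FPKM 8 of them were lower and 1 did not pass, namely Slc17a6, which had a log2 fold change of 0.93 (adjusted p = 0.058). Of 20 pan-neuronal genes, 10 were higher in DRG neurons, among them the neuronal enolase Eno2 (48252 ± 9216 and 2770 ± 68.3, log2 fold change 4.08, standard error 0.34, adjusted p = 5.1e-05), 1 was lower and 9 did not pass (10 and 1 when adjusted over the list alone, set test adjusted p = 0.05, adjusted p = 0.68 with an estimated correlation). Their split was 8 and 7 after quantile normalization and at equal total FPKM and 9 and 4 after median ratio scaling.

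**Figure D1:**
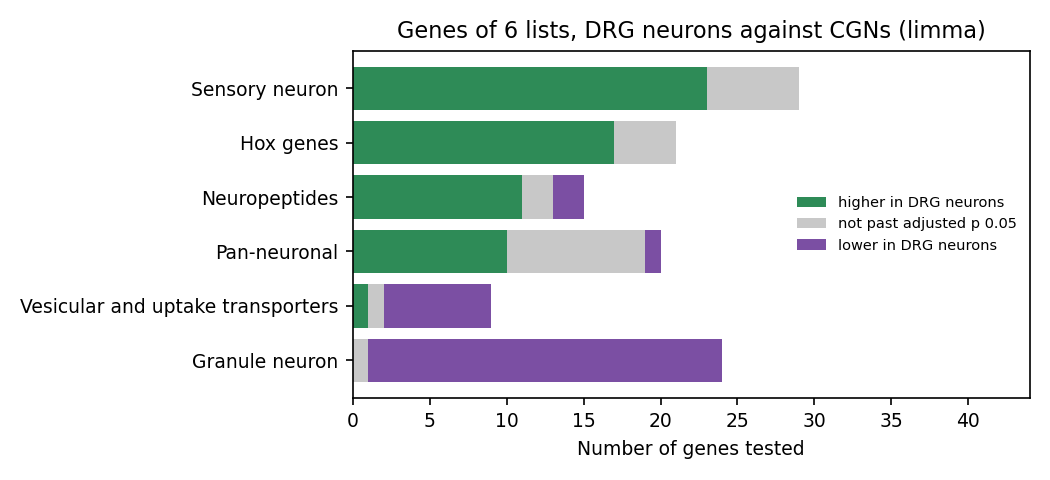
Number of genes of 6 lists that were higher in DRG neurons (green), lower in DRG neurons (purple) or not past an adjusted p of 0.05 (grey) in limma with the FPKM as deposited. Of the sensory neuron genes 23 of 29 were higher and of the granule neuron genes 23 of 24 were lower, while the pan-neuronal split of 10 and 1 moved to 8 and 7 after quantile normalization.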

We found that, while 10,365 genes were expressed by both populations of neurons, 5,328 genes were uniquely expressed by DRG neurons, and 4,358 genes were uniquely expressed by CGNs. 

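Calcb, the gene of a second CGRP precursor, was at 6641, 14670 and 3372 in the DRG libraries and listed at 0 in both CGN libraries. Dhh, a Schwann cell morphogen, was at 2586, 1640 and 2353 and likewise listed at 0 in CGNs. In the other direction, Gad1, which encodes a GABA-synthesizing enzyme, was at 1545 and 3053 in the CGN libraries, and Eomes, a transcription factor of unipolar brush cells, at 2209 and 2859, both listed at 0 in every DRG library. Counting a gene as expressed where at least 1 of its isoforms had a grouped FPKM of 50 or more, 10764 genes were expressed in both cell types, 1593 in DRG neurons only and 1136 in CGNs only. With 50 required in every library, of 3 and of 2, genes of DRG neurons only were 1459 and of CGNs only 2131. Genes at 50 in some but not all libraries of the other cell type are counted among these. In single libraries 11805, 12022 and 11976 genes had at least 1 isoform at 50 or more in DRG neurons and 11510 and 12062 in CGNs. An isoform at 50 or more in DRG neurons and under 50 in CGNs was found for 5323 genes, of which 3730 had another isoform at 50 or more in CGNs. The reverse was found for 4346 genes, of which 3210 had another isoform at 50 or more in DRG neurons.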

One strength of RNA-Seq is the ability to identify differential patterns of isoform expression [2]. To address this issue, we defined isoforms as transcripts from the same gene that differ in their transcription start site (TSS), coding DNA sequence (CDS), and/or in the 3′ untranslated region (3′UTR). 

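Both listed isoforms of Klf7 and the single isoform of Klf6, transcription factors that promote axon growth, had a grouped FPKM of at least 50 in DRG neurons and in CGNs. The same held for the 3 listed isoforms of Mapk8ip1, a scaffold of JNK signalling, and for the single isoforms of Gap43, a growth cone protein, and Mtap1b, an axonal microtubule-associated protein. In all, 19470 isoforms were at 50 or more in both cell types, of which 56.3% were assembled isoforms.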

The majority of annotated loci produced isoforms found in both neuronal types (over 19,000; Table S1). 

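Apod, a lipocalin gene of peripheral nerve, had an FPKM of 218039 ± 94796 (SD, n = 3) in DRG cultures and 336 ± 70.8 (SD, n = 2) in CGN cultures, a log2 fold change of 9.04 (standard error 0.46, adjusted p = 6.7e-06, limma). Gpm6a, a neuronal membrane glycoprotein gene, had 105 ± 53.2 and 35464 ± 14082 (log2 fold change -7.83, standard error 0.47, adjusted p = 1.6e-05), and Zic1, a transcription factor of the cerebellum, 173 ± 203 and 33844 ± 9782 (log2 fold change -7.64, standard error 0.71, adjusted p = 9.2e-05). Of 33587 isoforms tested with limma, 3233 were higher in DRG neurons and 1693 were lower (10385 at an unadjusted p under 0.05), so that 65.6% of calls were higher in DRG neurons. With the e-fold limit added, a log2 fold change beyond 1.44, 3191 were higher and 1672 lower. This split depended on the scaling: 3034 were higher and 3232 lower after quantile normalization, 2497 and 4056 at equal total FPKM and 2960 and 3376 after median ratio scaling. After median ratio scaling 2808 of the 3233 and 1676 of the 1693 isoforms kept their call. The counts also moved with single libraries, to 591 and 233 without DRG replicate 1, 1129 and 414 without DRG replicate 2, 978 and 402 without DRG replicate 3, 1894 and 209 without CGN replicate 1, and 3935 and 148 without CGN replicate 2. On the 33587 isoforms tested with all libraries, which keeps those at 50 in a single CGN library, they were 1193 and 1613 without CGN replicate 1 and 2821 and 1606 without CGN replicate 2. The authors' deposited calls with both grouped FPKM at 50 or more held 3354 isoforms higher in DRG neurons and 1189 higher in CGNs. Of these, limma tested 3319 and 1164 and, with the e-fold limit, called 1675 (50.5%) and 287 (24.7%) in the same direction. Called or not, 3221 and 1093 had the same direction by limma, while 4 and 2 were called in the opposite one. In simulated data with 200 changed isoforms, limma recovered 29% of isoforms changed by a log2 fold of 4, 3% at 2 and 0% at 1. Far fewer isoforms were changed there than were called here, which makes the adjusted threshold stricter. These rates may therefore not hold for the deposited data. Isoforms that did not pass are not shown to be equal.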

Of the 19,000 shared isoforms, over 4600 were differentially expressed (Cuffdiff; see Materials and Methods); of these the majority were expressed significantly higher in DRG neurons compared to CGNs (Figure 2A; 3397 overexpressed in DRGs versus 1204 overexpressed in CGNs).

**Figure 2:**
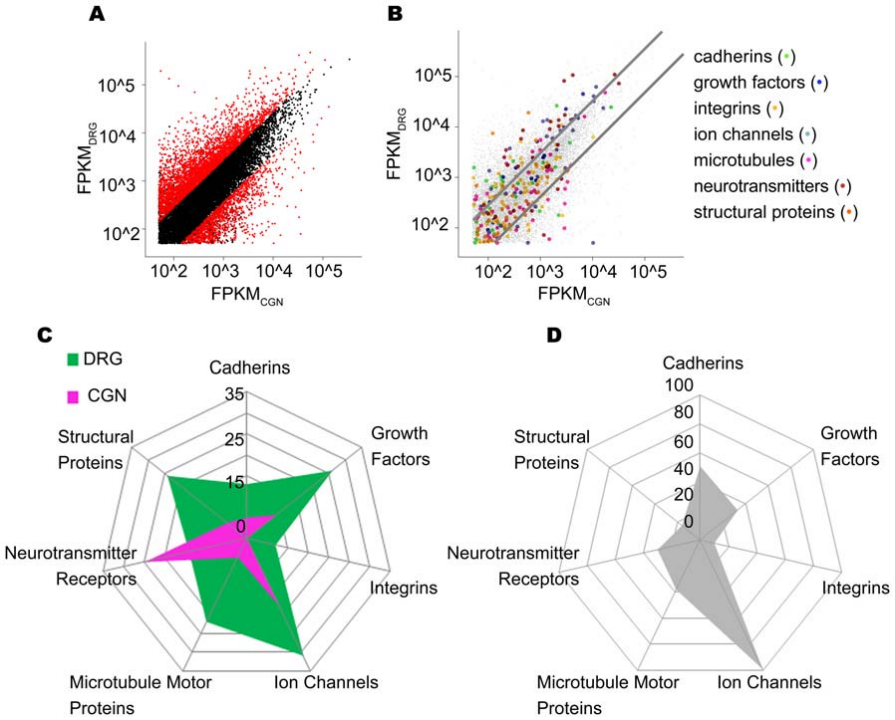
Differential isoform expression between DRGs and CGNs. *A*, Normalized abundances (FPKM) of isoforms in DRG neurons plotted against abundances in CGNs. Differentially expressed isoforms are in red. The criteria for differential expression are: | ln(FPKM_CGN_ / FPKM_DRG_) | >1; p<0.05, the statistical test was deemed acceptable by Cuffdiff and FPKM >50. *B*, Same plot as in *A* except differentially expressed isoforms falling within gene families of particular importance in neurons are indicated by different colored dots. The lines mark the efold changes of +1 and -1. *C,* The number of differentially expressed isoforms is represented for each group of genes. DRG neuron isoforms are in green and CGN isoforms are in purple. *D,* The number of isoforms found in common in DRG neurons and CGNs in each category. See Table 2.

DRG neurons not only expressed higher levels of transcripts but also expressed approximately 25% more unique isoforms (transcripts expressed in one neuronal type but not the other). 

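Nts, the neurotensin gene, has a single isoform, which was at 47987, 30273 and 63398 in the DRG libraries and listed at 0 in both CGN libraries. The transcription factor gene Nhlh1 had its single isoform at 11299 and 22235 in the CGN libraries and listed at 0 in the DRG libraries. Other isoforms that crossed 50 in the grouped value of 1 cell type were less separate between libraries, as with Il6, an injury cytokine, at 709, 0.4 and 119 in the DRG libraries and listed at 0 in the CGN libraries. A grouped FPKM of at least 50 in DRG neurons only was found for 8484 isoforms, and in CGNs only for 6780, which is 25.1% more in DRG neurons. Requiring 50 in every library, of 3 and of 2, gave 4919 and 7750. That count takes in isoforms at 50 in some but not all libraries of the other cell type. Of the 8484, 5361 were under 50 in both CGN libraries and 1780 of these were also at 50 or more in all 3 DRG libraries. Of the 6780, 3371 were under 50 in all DRG libraries and 1586 of these were at 50 or more in both CGN libraries. Assembled isoforms made up 72.7% of the DRG-only and 80.6% of the CGN-only isoforms, and 1923 genes had isoforms of both kinds.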

The 5328 cell type specific genes in DRG neurons produced 8483 isoforms, while CGNs had 4358 cell type specific genes that produced 6778 isoforms. Interestingly, the isoforms produced by DRG neurons were much more diverse, as a group, than those produced by CGNs. For example, isoforms expressed by DRG neurons utilized 1999 different transcription start sites (TSSs) compared to 710 used by CGN exclusive genes. Similarly, DRG neurons not only use a greater number of coding sequences (CDSs; 2050 vs. 747) but also a greater number of 3′ UTRs (1828 vs. 676), compared to CGNs. Overall, DRG neurons exhibited a nearly 3-fold increase in the number of TSS, CDS, and alternative 3′UTRs compared to transcripts found in CGNs. Thus DRG neurons not only express more isoforms, but each isoform differs, on average, in more positions than in CGNs.

To begin to understand the nature of the gene expression differences between these two neuronal types, we chose 7 gene classes relevant to neuronal functions such as cell adhesion, vesicle transport and neurotransmitter expression (cadherins; integrins; growth factors; ion channels; microtubule motor proteins; neurotransmitter receptors; and structural proteins). 

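Chrna3, a nicotinic acetylcholine receptor subunit, had an FPKM of 142 ± 71.7 (SD, n = 3) in DRG neurons and 5381 ± 2075 (SD, n = 2) in CGNs, a log2 fold change of -4.85 (standard error 0.57, adjusted p = 0.00029, limma). The NMDA receptor subunit Grin2b, at 700 and 766 in the CGN libraries, and the glycine receptor subunit Glra2, at 1275 and 1212, were listed at 0 in every DRG library. Grm7, a metabotropic glutamate receptor, was higher in DRG neurons, at 2687 ± 832 and 135 ± 12.6 (log2 fold change 3.84, standard error 0.48, adjusted p = 0.00042). Of 47 neurotransmitter receptor genes tested with limma, 8 were higher in DRG neurons, 14 were lower and 25 did not pass (9 and 15 when adjusted over the list alone). The split was 6 and 20 after quantile normalization, 7 and 22 at equal total FPKM and 8 and 21 after median ratio scaling, and of 40 tested it was 2 and 5 without CGN replicate 1 and 8 and 4 without CGN replicate 2. As a set they were lower in DRG neurons relative to other genes (adjusted p = 0.00055, adjusted p = 0.053 without CGN replicate 1, adjusted p = 0.44 with an estimated correlation). Their isoforms at a grouped FPKM of 50 or more numbered 63 in DRG neurons and 88 in CGNs.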

CGNs expressed a greater number of neurotransmitter receptor genes. In all other categories DRG neurons expressed the largest number of isoforms (Figure 2B, C; Table 2). 

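Itgb1, the integrin β1 subunit that pairs with laminin-binding α subunits, had an FPKM of 44999 ± 5936 (SD, n = 3) in DRG neurons and 6588 ± 3615 (SD, n = 2) in CGNs, a log2 fold change of 2.87 (standard error 0.42, adjusted p = 0.00094, limma), and Itga7, a laminin-binding α subunit, had 24360 ± 12193 and 3926 ± 1203 (log2 fold change 2.5, standard error 0.49, adjusted p = 0.0041). Of 10 integrins tested, 4 were higher in DRG neurons and 6 did not pass, and 3 were higher under each other scaling (4 higher when adjusted over the list alone, set test adjusted p = 0.16). Among microtubule motors, the kinesin Kif21a was higher in DRG neurons (32652 ± 3361 and 3001 ± 1167, log2 fold change 3.47, standard error 0.36, adjusted p = 0.00015) and its paralog Kif21b lower (153 ± 68.8 and 14633 ± 5629, log2 fold change -6.17, standard error 0.49, adjusted p = 4.2e-05). Of 50 motor genes, 27 were higher, 2 were lower and 21 did not pass (31 and 2 when adjusted over the list alone, set test adjusted p = 0.026, adjusted p = 0.68 with an estimated correlation), and the split was 20 and 7, 20 and 7, and 23 and 7 after quantile normalization, equal total FPKM and median ratio scaling. Of 58 structural protein genes, 26 were higher, 7 were lower and 25 did not pass (27 and 7 when adjusted over the list alone, set test adjusted p = 0.017, adjusted p = 0.13 without CGN replicate 2 and after quantile normalization, adjusted p = 0.68 with an estimated correlation), a split of 22 and 11, 20 and 13, and 22 and 9 under the same scalings, and of 28 and 3 without CGN replicate 2. The neurofilament gene Nefl was among the higher ones (106539 ± 2553 and 4216 ± 680, log2 fold change 4.65, standard error 0.37, adjusted p = 4.2e-05) and α-internexin, Ina, among the lower ones (1626 ± 858 and 14396 ± 2996, log2 fold change -3.27, standard error 0.51, adjusted p = 0.0014). Of 58 growth factors, 23 were higher, 7 were lower and 28 did not pass (23 and 8 when adjusted over the list alone, set test adjusted p = 0.55), a split of 21 and 11, 16 and 13, and 20 and 12, of 15 and 4 without CGN replicate 1, and with 3 lower without CGN replicate 2 and 11 without DRG replicate 1. They included Pdgfa, a mitogen for glial precursors, higher in DRG neurons (3627 ± 1459 and 206 ± 68.8, log2 fold change 3.8, standard error 0.47, adjusted p = 0.00039), and Ptn, which encodes the neurite-promoting pleiotrophin, lower (4195 ± 889 and 34161 ± 16321, log2 fold change -2.94, standard error 0.39, adjusted p = 0.00053). Of 117 ion channel genes, 36 were higher, 23 were lower and 58 did not pass (39 and 25 when adjusted over the list alone), and the split turned to 29 and 34 at equal total FPKM, with 33 and 30 after quantile normalization and 31 and 29 after median ratio scaling. Those lower were 12 without CGN replicate 1 and 11 without CGN replicate 2. Their mean log2 fold change was above 0 while the set test pointed to lower values relative to other genes (adjusted p = 0.94). The potassium channel subunit Kcnab2 had 27775 ± 3219 and 535 ± 367 (log2 fold change 5.72, standard error 0.42, adjusted p = 3.4e-05), and the G protein-gated channel Kcnj6 had 40.7 ± 11.8 and 8089 ± 2958 (log2 fold change -6.45, standard error 0.54, adjusted p = 5.3e-05). Of 59 cadherins and protocadherins, 9 were higher, 7 were lower and 43 did not pass (4 and 7 when adjusted over the list alone), and more were lower than higher under every other scaling, 18 and 8, 20 and 3, and 17 and 3. With any 1 DRG library left out 4 were higher, without CGN replicate 1 the split was 3 higher and 3 lower, and without CGN replicate 2 there were 2 lower. As a set they were lower in DRG neurons relative to other genes (adjusted p = 0.017, adjusted p = 0.68 with an estimated correlation). Fat2, a cadherin of granule neurons, had 7.51 ± 0.478 and 6345 ± 765 (log2 fold change -6.79, standard error 0.55, adjusted p = 4.6e-05), and Pcdh1 had 6827 ± 998 and 1175 ± 110 (log2 fold change 2.48, standard error 0.33, adjusted p = 0.00051). The paper names the classes without their members, which were rebuilt from gene symbols.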

Overall our data suggest that DRG neurons have a larger transcriptional repertoire compared to CGNs.

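Among reference genes, Hprt1, a purine salvage enzyme, had a log2 fold change of 3.47 (standard error 0.37, adjusted p = 0.00018, limma), B2m, part of MHC class I, 3.36 (standard error 0.41, adjusted p = 0.00036), and the mitochondrial enzyme Sdha 1.44 (standard error 0.35, adjusted p = 0.011), all higher in DRG neurons and in all 3 DRG libraries above both CGN libraries. Of 8 housekeeping genes, 4 were higher in DRG neurons and 4 did not pass (4 higher when adjusted over the list alone, set test adjusted p = 0.14), and the split was 4 higher and 2 lower after quantile normalization, 3 and 2 at equal total FPKM and 4 and 2 after median ratio scaling. The ribosomal protein gene Rps21 was lower in DRG neurons, at 2627 ± 229 (SD, n = 3) and 13068 ± 5165 (SD, n = 2; log2 fold change -2.24, standard error 0.35, adjusted p = 0.0013). Of 27 ribosomal protein genes, 4 were higher, 1 was lower and 22 did not pass (1 and 1 when adjusted over the list alone), the split turning to 1 and 5 after quantile normalization, with 4 lower at equal total FPKM, 1 and 1 after median ratio scaling and 1 higher without CGN replicate 1. Their mean lay above 0 and their set test pointed below other genes (adjusted p = 0.94). Of 13275 genes, 3775 were higher in DRG neurons and 1224 were lower (6341 at an unadjusted p under 0.05), so that 75.5% of calls were higher in DRG neurons. This share was 51.2% after quantile normalization (2949 and 2810), 39.6% at equal total FPKM (2275 and 3470) and 50.5% after median ratio scaling (2835 and 2775). Without CGN replicate 1 the counts were 2233 and 637 (1580 and 863 on the 13275 genes), and without CGN replicate 2 they were 4535 and 359 (3850 and 734). The total FPKM also differed within CGNs, being 1.66 times as high in replicate 2 as in replicate 1. From the larger number of isoforms in DRG neurons, of those found only there and of those in most gene classes (Figure 2, Table 2), the paper proposes that DRG neurons have a larger transcriptional repertoire than CGNs.

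**Figure D2:**
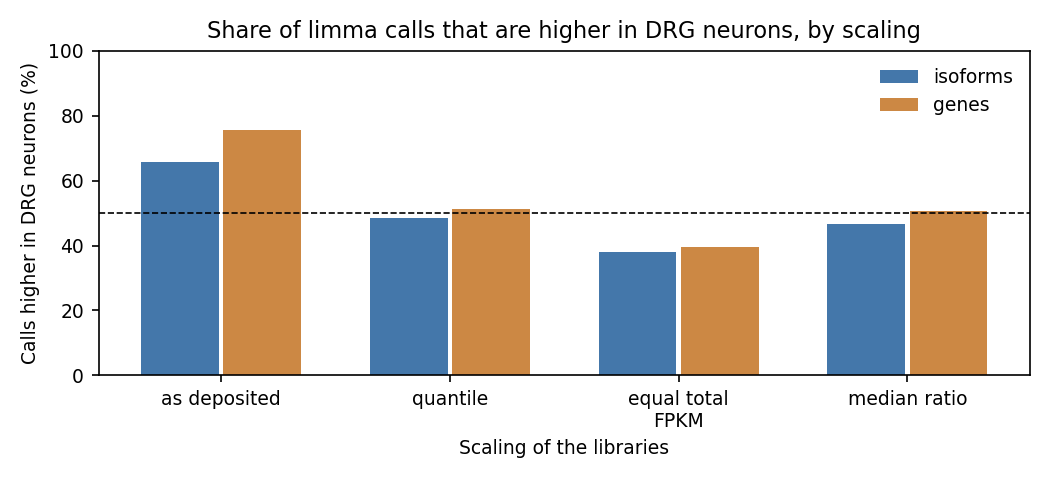
Percent of limma calls that were higher in DRG neurons, for isoforms (blue) and genes (orange), with the FPKM as deposited and under 3 other scalings of the 5 libraries; the dashed line marks an equal split. The share for genes was 75.5% as deposited, 51.2% after quantile normalization, 39.6% at equal total FPKM and 50.5% after median ratio scaling.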

**Table 2:** Categories of differentially expressed isoforms.

Category	DRG	CGN	BOTH
Cadherins	13	5	51
Growth Factors	26	9	33
Integrins	7	0	10
Ion Channels	31	18	99
Microtubule Motor Proteins	22	5	38
Neurotransmitter Receptors	14	25	30
Structural Proteins	24	6	16

The number of isoforms overexpressed in DRGs or in CGNs is shown in each column. The number in the BOTH column reflects the number of isoforms which are expressed in both cell types (FPKM>50).

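By isoform, structural proteins had 221 isoforms at a grouped FPKM of 50 or more in DRG neurons and 192 in CGNs, ion channels 247 and 231, motor proteins 127 and 117, and growth factors 108 and 85. Cadherins had 75 in DRG neurons and 82 in CGNs, and integrins 15 and 16. With at least 50 in both cell types, the authors' deposited calls were higher in DRG neurons than in CGNs in all 7 classes, at 31 and 12 isoforms of structural proteins, 20 and 3 of ion channels, 21 and 3 of motor proteins, 19 and 2 of growth factors, 8 and 7 of neurotransmitter receptors, 6 and 0 of integrins and 4 and 1 of cadherins. By limma, 54 isoforms of structural proteins were higher in DRG neurons and 15 were lower, 42 and 40 of ion channels, 27 and 6 of motor proteins, 17 and 6 of growth factors, 3 and 18 of neurotransmitter receptors, and 6 and 8 of cadherins, and 4 integrin isoforms were higher.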

### Isoform Variation in Regeneration-Related Genes

To evaluate the reproducibility of our results, we used qPCR to assess gene expression from 9 genes and compared these levels to those estimated by RNA-Seq (Tables 3 and 4). 

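Aplp1, an amyloid precursor-like protein gene, had an FPKM of 25095 ± 4583 (SD, n = 3) in DRG neurons and 21734 ± 6745 (SD, n = 2) in CGNs, a log2 fold change of 0.23 (standard error 0.39, adjusted p = 0.68, limma). It was called lower in DRG neurons after quantile normalization (-0.97, adjusted p = 0.0049) and at equal total FPKM (-0.73, adjusted p = 0.014), and was below 0 after median ratio scaling (-0.47, adjusted p = 0.089) and without CGN replicate 1 (-0.1). Timp1, a metalloproteinase inhibitor, was at 52364, 17366 and 14758 in the DRG libraries and 122 and 335 in the CGN libraries (log2 fold change 6.53, standard error 0.57, adjusted p = 6.5e-05). Atf3, a stress-induced transcription factor, had 55920 ± 12518 and 4911 ± 10.8 summed over its isoforms (log2 fold change 3.47, standard error 0.37, adjusted p = 0.00017), and Matn2, an extracellular matrix gene, had 5346 ± 1589 and 109 ± 60.7 (log2 fold change 5.09, standard error 0.47, adjusted p = 9.2e-05). Rab5b, an early endosome GTPase, had 12304 ± 2141 and 3383 ± 704 (log2 fold change 1.85, standard error 0.33, adjusted p = 0.0026), and the transporter Slco3a1 had 2530 ± 234 and 809 ± 48.9 (log2 fold change 1.58, standard error 0.37, adjusted p = 0.0092), not called at equal total FPKM (0.67). Casd1, a sialic acid acetyltransferase, had 1514 ± 284 and 2342 ± 853 (log2 fold change -0.58, standard error 0.4, adjusted p = 0.28), was called lower after quantile normalization (-1.2), equal total FPKM (-1.51) and median ratio scaling (-1.26), and moved to -0.95 without CGN replicate 1 and -0.21 without CGN replicate 2. Its reference isoform alone had a log2 fold change of 3.72, at 645, 893 and 400 in the DRG libraries and 0.86 and 0.000414 in the CGN libraries, against authors' grouped values of 487 and 640.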

We chose amyloid beta (A4) precursor-like protein 1 (*Aplp1*) and ATPase, Na+/K+ transporting, alpha 3 polypeptide (*Atp1a3*) because the expression of these isoforms was estimated to be similar between the cell types; activating transcription factor 3 (*Atf3*) and the phosphatase and tensin homologue (*Pten*) were chosen because they gave rise to a host of unique isoforms; tissue inhibitor of metalloproteinase 1 (*Timp1*), member RAS oncogene family (*Rab5b*), gamma synuclein (*Sncg*), and solute carrier organic anion transporter family, member 3a1 (*Slco3a1*) had high expression in DRG neurons compared to CGNs; and CAS1 domain containing 1 (*Casd1*) had high expression in CGNs compared to DRG neurons (Table S1). To characterize the correlation between FPKM and qPCR (Figure 3A; Table 2), a Kendall's correlation coefficient was computed, which ranges from -1 to +1 like the usual Pearson correlation coefficient, but makes minimal distributional assumptions. 

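In grouped FPKM, the ratio of CGNs to DRG neurons was 0.00766 for Timp1, where the paper's qPCR ratio is 0.013377, and 0.207 for Rab5b, where it is 0.442207. For the reference isoform of Atf3 it was 0.0436, beside a qPCR ratio of 0.032352 in the paper, and for Slco3a1 0.397, beside 0.088551. For the reference isoform of Casd1 it was 1.31, beside 1.999634 in the paper's qPCR, but 0.000666 from the means of the libraries. With all Casd1 isoforms summed, the means gave 1.55, and the paper's FPKM ratio is 1.546914. Over the 18 comparisons of Table 3, Kendall's tau between the ratios of grouped FPKM and the paper's qPCR ratios was 0.425 (two-sided permutation test, p = 0.014), and 13 of 18 lay on the same side of 1. The other 5 were ratios to the reference isoform within a cell type: Atf3 J1, J2 and J3 in CGNs, at 2.3, 1.18 and 1.03 beside qPCR ratios of 0.146519, 0.611443 and 0.844696 in the paper, Atf3 J2 in DRG neurons, at 1.44 beside 0.098662, and Matn2 J1 in CGNs, at 0.225 beside 3.007829. The paper gives 0.866076 as both the qPCR and the FPKM ratio of Aplp1, and without that comparison tau was 0.426 over 17. From the means of the libraries it was 0.373 (permutation p = 0.033), or 0.307 (permutation p = 0.081) when CGN replicate 2 was left out of these means. From the means with all isoforms of a gene summed, a form chosen after the values were seen, it was 0.529 (permutation p = 0.0018), with 14 of 18 on the same side of 1. The comparisons share genes and are not independent.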

The correlation coefficient is 0.525 which is statistically significant (p = 0.0024). The probability of concordance computed from tau is 0.763. Concordance between two paired observations, (FPKM _1_, qPCR_ 1_) and (FPKM _2_, qPCR_ 2_), occurs when FPKM _1_- FPKM _2_ and qPCR_ 1_- qPCR_ 2_ have the same sign, where the subscript indexes the observation. Under the null, the probability of concordance is 0.50. All of this data supports the idea that RNA-Seq faithfully represents transcript expression [21].

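Matn2 and its assembled isoform Matn2 J1, on chromosome 15 (34236451 to 34366009, mm9), were both higher in DRG neurons. The reference isoform had an FPKM of 1548 ± 461 (SD, n = 3) in DRG neurons and 59.2 ± 16.8 (SD, n = 2) in CGNs, a log2 fold change of 3.83 (standard error 0.54, adjusted p = 0.011, limma) that was not past the threshold without DRG replicate 1 (3.77) or DRG replicate 3 (3.65). Matn2 J1 had 3798 ± 1128 and 50.1 ± 43.9 (log2 fold change 5.29, standard error 0.52, adjusted p = 0.0044). Within a library, Matn2 J1 was at 2.45 ± 0.0128 times the reference isoform in DRG neurons and 0.772 ± 0.521 times in CGNs (two-sided exact permutation test, p = 0.1, the smallest that 3 against 2 libraries allow). From the correlation of FPKM and qPCR ratios the paper proposes that RNA-Seq faithfully represents transcript expression.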

**Figure 3:**
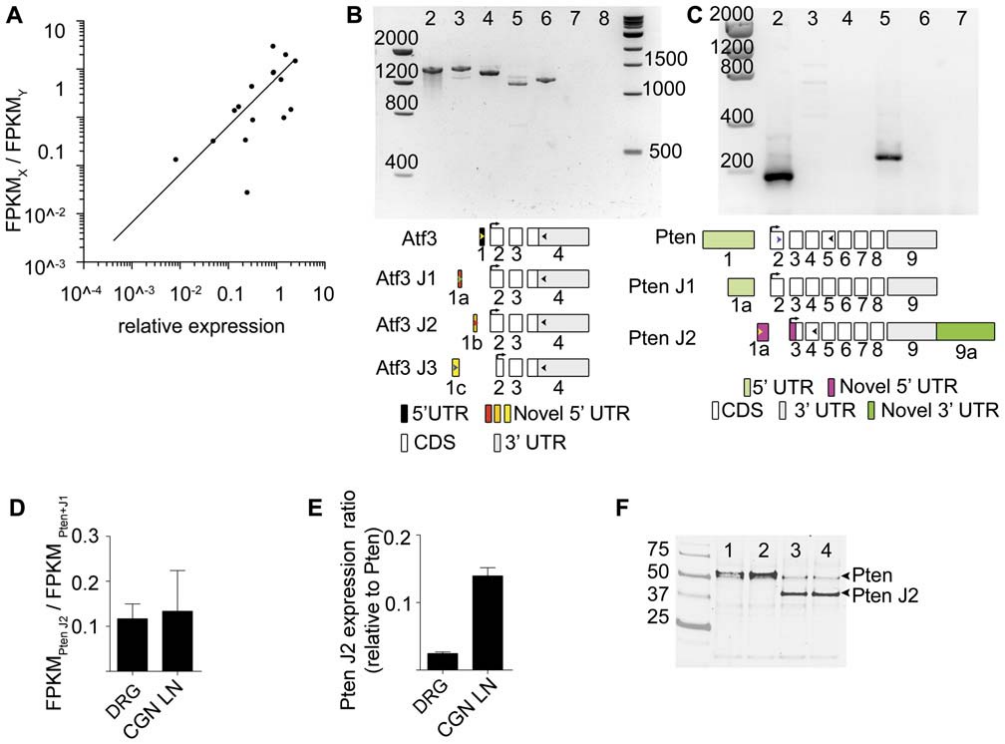
Validation and functional testing of novel isoforms. *A*, Expression of 15 isoforms was assessed by qPCR in DRG neurons and CGNs. Isoform expression was compared to the fold change in FPKM. (Relative expression and FPKM ratios in Table 3). *B*, *C*, *Atf3* and *Pten* isoform specific primers (bottom panels) were used on DRG cDNA and produced PCR products of the predicted sizes. *B*, Lane2: *Atf3* cDNA (Open BioSystems); Lane3: conventional *Atf3*; Lane4: *Atf3 J1*; Lane5: *Atf2 J2*; Lane 6: *Atf3 J3*; Lane7: no template control; Lane 8: no reverse transcription (RT) control. *C*, Lane2: conventional Pten; Lane3: no template control for *Pten*; Lane4: no RT control for *Pten*; Lane5: *Pten J2*; Lane 6: no template control for *Pten J2*; Lane 7: no RT control for *Pten J2*. Schematic representations of *Atf3* and *Pten* isoforms are below each gel (not to scale). Primer positions are indicated with colored arrows. *D*, The ratio of *Pten J2* expression to *Pten* conventional + *Pten J1* expression (in FPKM). The FPKMs for *Pten* and *Pten J1* were summed because there is no way to distinguish the isoforms by PCR. *Pten J2* expression is reduced 80–90%. *E*, qPCR validates the reduction in *Pten J2* expression. *F*, Western blot for PTEN (50 kD) and PTEN J2 (32 kD) confirms that both proteins can be produced from the corresponding cDNAs.

**Table 3:** Genes and isoforms analyzed by qPCR.

	FPKM	QPCR
TIMP1 CGN/DRG	0.008111	0.013377
CASD1 CGN/DRG	1.546914	1.999634
RAB5B CGN/DRG	0.305764	0.442207
SLCO3A1 CGN/DRG	0.319529	0.088551
SNCG CGN/DRG	0.000423	0
APLP1 CGN/DRG	0.866076	0.866076
ATF3 CGN/DRG	0.048668	0.032352
ATF3 J1 CGN/ATF3 CGN	1.976821	0.146519
ATF3 J2 CGN/ATF3 CGN	1.239579	0.611443
ATF3 J3 CGN/ATF3 CGN	0.853864	0.844696
APLP1 CGN/ATP1A3 DRG	0.866076	0.860883
MATN2 J1 CGN/MATN2 CGN	0.846136	3.007829
PTEN J2 CGN/PTEN CGN	0.133626	0.139335
ATF3 J1 DRG/ATF3 DRG	0.227722	0.03412
ATF3 J2 DRG/ATF3 DRG	1.418459	0.098662
ATF3 J3 DRG/ATF3 DRG	0.1638	0.167082
PTEN J2 DRG/PTEN DRG	0.245028	0.002787
MATN2 J1 DRG/MATN2 DRG	2.453454	1.490104

The number in the FPKM column reflects the fold change for the given comparison. The number in the QPCR column reflects the relative expression determined using the delta, delta Ct method.

**Table 4:** Multiple transcripts were assembled by Cufflinks for many genes with known roles in axonal regeneration.

	Number of:				
Official Gene Symbol	Isoforms	TSS	CDS	3′UTR	Reference
Adcyap1 (Pacap)	2	2	2	2	Neuroscience **151**:63–73
Atf3	4	4	2	3	J Neurosci **27**:7911–7920
Bex1	2	2	2	2	J Neurochem **115**:910–920
Gap43	1	1	1	1	Development **128**:1175–82
IL-6	1	1	1	1	J Neurosci **24**:4432–43; J Biol Chem **283**:416–26
Il6st (Gp130)	1	1	1	1	Neuron **64**:617–623
Jun	1	1	1	1	Neuron **43**:57–67
Klf4	1	1	1	1	Science **326**:298–301
Klf6	1	1	1	1	Science **326**:298–301
Klf7	2	2	2	2	Science **326**:298–301
Lif	1	1	1	1	J Neurosci **21**:7161–70
Mapk8ip1 (JIP1)	3	3	2	1	J Neurosci **30**:7804–7816.
Matn2	1	1	1	1	J Cell Sci **122**:995–1004
Mdk	1	1	1	1	J Neurosci Res **87**:2908–2915.
Mtap1b	1	1	1	1	J Neurosci **24**:7204–7213
Nosip	2	2	2	2	J Neuropathol Exp Neurol **60**:411–21
Npr2	3	3	3	3	J Neurosci Res **86**:3163–9
Ptprs (PtpSigma)	4	4	4	3	J Neurosci **22**:5481–91; Science 326:592–596
Pten	3	3	3	3	Science **322**:963–966; J Neurosci **30**:9306–15
RhoA	1	1	1	1	J.Neurosci **29**:15266–76
Rock2	3	3	3	3	J.Neurosci **29**:15266–76
Smad1	2	2	1	1	J Neurosci **29**:7116–23
Socs3	1	1	1	1	Neuron **64**:617–623
Stat3	2	1	2	1	J Neurosci **26**:9512–9
Stk25 (Mst3b)	2	2	2	2	Nat Neurosci **12**:1407–14
Tnfrsf19 (TROY)	1	1	1	1	Neuron **45**:353–359
Trpc4ap	1	1	1	1	J Biol Chem **283**:416–426

The total number of transcripts expressed from each gene is in the isoform column. 

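Nosip, which binds nitric oxide synthase, and Rhoa, a GTPase that restrains axon growth, each had 5 isoforms with a grouped FPKM of at least 50 in DRG neurons or CGNs. Ptprs, a receptor for chondroitin sulfate proteoglycans, also had 5 of its 6 listed isoforms at 50 or more, and Mdk had 4. Npr2, the receptor for C-type natriuretic peptide, had 3, as did Rock2, the kinase downstream of Rhoa. Single isoforms were found for Jun, Socs3, Il6st and Trpc4ap. In all, the 27 genes of the table had 62 such isoforms, and 16 of them had more than 1.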

The total number of isoforms with: different transcription start sites (TSS), coding DNA sequences (CDS), and 3′ untranslated regions (3′ UTR) is listed below the column header. The paper demonstrating a role for the gene in axonal regeneration is listed in the Reference column.

Three of these genes, *Atf3, Pten*, and matrilin2 (*Matn2*) are regeneration-related genes [22]–[24] that generate a total of 8 isoforms. 

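Atf3 had 4 isoforms at a grouped FPKM of at least 50, on chromosome 1 from 192994167 to 193041889 (mm9). Matn2 had 2. In CGNs the single Matn2 isoform that reached 50 was the reference isoform, at a grouped FPKM of 52.3.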

A major goal of our research is to understand how differences in gene expression confer differences in neuronal cell type specific function; in particular, to unravel the gene expression programs underlying axonal regeneration. 

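Il6st, the signalling subunit of the receptors for interleukin 6 and Lif, had an FPKM of 30078 ± 7970 (SD, n = 3) in DRG neurons and 1420 ± 476 (SD, n = 2) in CGNs, a log2 fold change of 4.36 (standard error 0.38, adjusted p = 6.1e-05, limma). Jun and Stat3, transcription factors induced by axotomy, had 8083 ± 2996 and 1445 ± 476 (log2 fold change 2.4, standard error 0.42, adjusted p = 0.0024) and 21962 ± 4867 and 4210 ± 1412 (log2 fold change 2.38, standard error 0.37, adjusted p = 0.0012). Adcyap1, a neuropeptide gene induced by nerve injury, had 7081 ± 2733 and 49.9 ± 12.1 (log2 fold change 6.09, standard error 0.47, adjusted p = 3.9e-05), and Sprr1a, an injury-induced cornified envelope gene, was at 64459, 18606 and 74250 in the DRG libraries and 56.0 and 0 in the CGN libraries. Ptprs was lower in DRG neurons, at 11354 ± 2699 and 42996 ± 14703 (log2 fold change -1.9, standard error 0.39, adjusted p = 0.0048). Of 24 tested genes of Table 4, which the study chose and which are not independent evidence, 11 were higher in DRG neurons, 1 was lower and 12 did not pass (13 and 1 when adjusted over the list alone), and the split was 8 and 3 after quantile normalization, 7 and 4 at equal total FPKM and 8 and 2 after median ratio scaling. Their set test (adjusted p = 0.032, adjusted p = 0.68 with an estimated correlation) was not past the threshold under these scalings (adjusted p = 0.15, 0.053 and 0.051) or without DRG replicate 3 (adjusted p = 0.1), CGN replicate 1 (adjusted p = 0.072) or CGN replicate 2 (adjusted p = 0.11). Without DRG replicate 1 or CGN replicate 1, 7 were higher. Of 21 nerve injury response genes, 15 were higher by limma and 6 did not pass (15 higher when adjusted over the list alone, set test adjusted p = 8.2e-05, adjusted p = 0.58 with an estimated correlation), and 13 were higher and 1 lower after quantile normalization and median ratio scaling, 12 and 1 at equal total FPKM. Of the 22 nerve injury response genes listed with FPKM, 13 were also in another list, so this result is not separate from those lists. Among receptors for guidance cues and neurotrophins, Ngfr was higher in DRG neurons (26392 ± 8403 and 2117 ± 1177, log2 fold change 3.68, standard error 0.43, adjusted p = 0.0003), while the netrin receptor Unc5c (230 ± 56.3 and 10350 ± 3532, log2 fold change -5.19, standard error 0.45, adjusted p = 6.2e-05) and the ephrin receptor Ephb1 (58.7 ± 16.2 and 2869 ± 629, log2 fold change -4.74, standard error 0.56, adjusted p = 0.00029) were lower. Of 25 such receptors, 2 were higher, 9 were lower and 14 did not pass (3 and 12 when adjusted over the list alone, set test adjusted p = 0.00022, adjusted p = 0.44 with an estimated correlation), with 1 and 12, 1 and 15, and 1 and 12 under the other scalings.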

Since DRG neurons are known for their ability to rapidly regenerate axons [9], [10], [25], further validation studies were performed on genes involved in this process.

*Atf3* is involved in peripheral nerve regeneration [22], [26]. Four *Atf3*isoforms were identified in our analysis (Figure 3B). These four isoforms differ in TSS, and one differs in the CDS (Figure S1). 

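Atf3 J2 had the highest FPKM of the 4 isoforms in DRG neurons, at 28228 ± 3730 (SD, n = 3), and had 1201 ± 283 (SD, n = 2) in CGNs, a log2 fold change of 4.51 (standard error 0.31, adjusted p = 0.002, limma). The reference isoform had 19901 ± 9072 and 969 ± 319 (log2 fold change 4.21, standard error 0.5, adjusted p = 0.0072). Atf3 J3 had 3260 ± 1937 and 827 ± 149 (log2 fold change 1.67, standard error 0.69, adjusted p = 0.16). Atf3 J1 was at 2050, 4.0 and 11541 in the DRG libraries and 2243 and 1587 in the CGN libraries (log2 fold change -0.82, standard error 2.08, adjusted p = 0.83), and its fold change was 1.35 without DRG replicate 2, -1.29 without DRG replicate 1 and -2.52 without DRG replicate 3. Atf3 lies on the minus strand, and the annotated start of its coding transcript Atf3-001 is at 193007219 of chromosome 1 (NCBIM37). The first primer of the reference isoform matched 193007118 to 193007137, within an untranslated exon 82 bp downstream of that start. The first primers of the other isoforms matched upstream of it, that of J2 at 193011150 to 193011168 (3949 bp), that of J1 at 193041796 to 193041818 (34599 bp) and that of J3 at 193041812 to 193041835 (34616 bp). Relative to the reference isoform, Atf3 J1 was at 0.207 ± 0.298 in DRG neurons and 2.17 ± 1.19 in CGNs, and Atf3 J3 at 0.217 ± 0.177 and 0.93 ± 0.46, each with p = 0.1 in a two-sided exact permutation test, the smallest that 3 against 2 libraries allow.

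**Figure D3:**
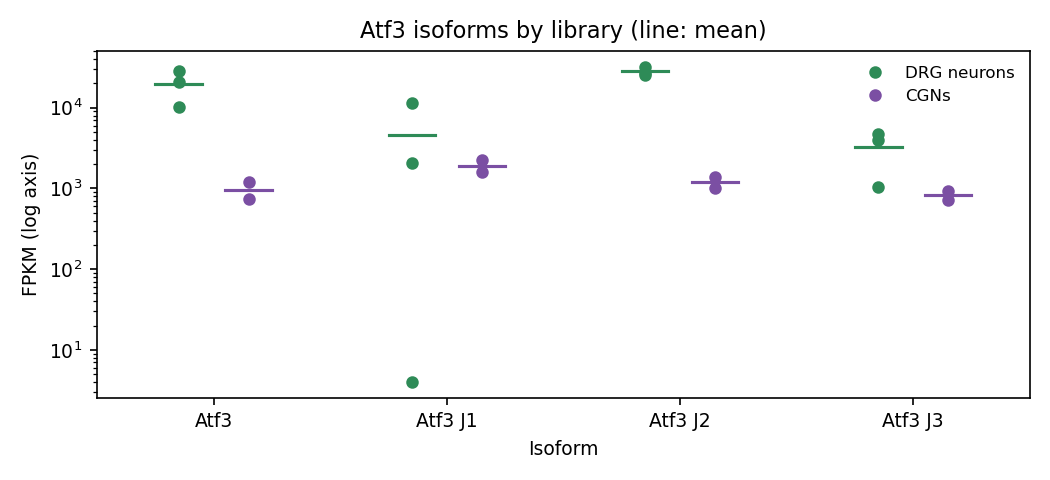
FPKM of the 4 Atf3 isoforms on a log axis; each point is a library, DRG neurons (3 libraries) in green and CGNs (2 libraries) in purple, and lines are means. Atf3 J2 lies at 25160 to 32380 in the DRG libraries, while Atf3 J1 ranges from 4.0 to 11541 within DRG neurons.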

To validate their existence primers were designed to detect differences in the TSS and to identify the predicted change in CDS in isoform Atf3 J3. *Atf3, Atf3 J1* and *Atf3 J2* were amplified and validated by sequencing (Figure 3B and data not shown). Although we amplified an *Atf3 J3* isoform containing the 4^th^ TSS, we were unable to identify an *Atf3 J3* sequence containing the predicted change in CDS. Thus the four predicted TSS's were validated but the predicted change in CDS could not be confirmed using this PCR based strategy.

Another gene of interest in neuronal regeneration is *Pten*; conditional ablation of *Pten* results in impressive axonal regeneration in retinal ganglion, corticospinal tract, and DRG neurons [23], [27], [28]. We identified 3 Pten isoforms in our analysis (*Pten, Pten* J1, and *Pten* J2; Figure 3C). *Pten* J1 is identical in sequence to the conventional *Pten* isoform except for a difference in TSS and a small shift in splice site around exon 5 and 6 that is predicted to result in a two amino acid change. Using PCR amplification and sequencing analysis we were unable to confirm the existence of this small shift in coding sequence (data not shown). We validated the existence of *Pten* J2 through both PCR amplification and sequencing (Figure 3C). *Pten* J2 has a truncated CDS, an alternative transcription start site and a longer 3′UTR compared to the conventional *Pten* isoform expressed within neurons. *Pten* J2 expression was lower in DRG neurons and CGNs compared to the conventional *Pten* isoform, a result confirmed by qPCR analysis (Figure 3D, E). The truncated CDS encodes a protein that lacks the phosphatase domain but maintains an intact C-terminal domain (Figure S2D). Available antibodies were unable to confirm the presence of PTEN J2 protein in DRG neurons based on distinct bands on western blots (data not shown). To begin to understand PTEN J2 protein function, we expressed both conventional PTEN and PTEN J2 from cDNAs (Figure S2A–C). We hypothesized that overexpression of conventional PTEN would suppress neurite outgrowth due to negative regulation of phosphatidylinositol (3,4,5)-trisphosphate (PIP_3_) and serine/threonine protein kinase Akt, key regulators of neurite outgrowth [29] and that overexpression of PTEN J2 could potentially act as a dominant negative for PTEN due to the predicted lack of the phosphatase domain (Figure S2C–D; [30]). Protein products of the predicted size for PTEN and PTEN J2 could be detected by Western blotting after transfection of 293T cells (Figure 3F). Perhaps surprisingly neither overexpression of PTEN nor that of PTEN J2 in primary cortical neurons significantly affected neuronal morphology (Figure S2E), despite PTEN's known role in suppression of axon growth [31]. We conclude that overexpression of PTEN and PTEN J2 alone are not sufficient in primary cortical neurons to negatively regulate PIP_3_ to such a degree that Akt mediated neurite outgrowth is affected.

### Binding Site Analysis Predicts Cell Type Specific Transcriptional Networks

RNA-Seq data can be used to identify precise exon locations that in turn allow the determination of TSSs for each expressed isoform. Scanning individual isoform promoters for TF binding sites allows prediction of TFs regulating specific isoforms [32]. By doing this it is possible to uncover clusters of expressed isoforms mediated by cell-specific factors [32]–[34]. Thus we identified promoter regions for each isoform found to be overexpressed in one neuronal type compared to the other, and then used ASAP, an online tool, to estimate the relative abundance of TF binding sites (TFBSs) in these two groups of promoters (compared to a “background” set of randomly chosen promoters [33]. Relative abundances were calculated for each TFBS in each of the two groups of promoters (from transcripts overexpressed in DRG neurons or overexpressed in CGNs), and these values were used to develop a hierarchical cluster of the TFBSs, in the form of a heat map (Figure 4; Table S2). At one level on the map, TFBSs grouped into 7 clusters; TFs in clusters I and V were enriched in DRG neuron-overexpressed isoforms while the majority of TFs found in clusters III, VI, and VII showed no enrichment in either group of overexpressed transcripts (Figure 4). Interestingly, most TFBSs found to be overrepresented within the promoters of differentially expressed isoforms were in the promoters of DRG neuron-selective isoforms.

**Figure 4:**
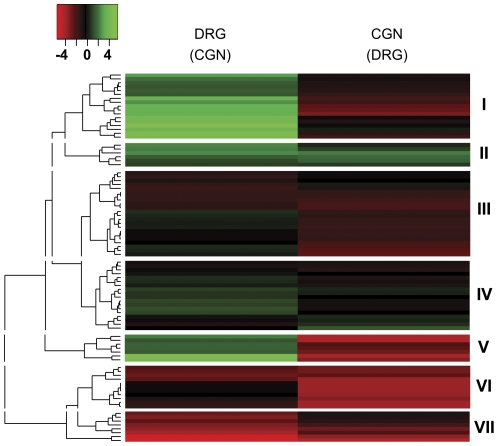
Hierarchical clustering of transcription factor binding sites in differentially expressed isoforms. Heat map showing Z-scores reflecting the frequency of binding sites for TFs found in the promoters overexpressed for each comparison. Green indicates high relative abundance for the TF binding site, and red low relative abundance. Clusters I and V represent TFBSs whose binding sites are enriched in DRGs. Cluster III, IV, VI and VII consists of TFBSs with low abundance in all comparisons.

### MicroRNA response element analysis of 3′UTRs

RNA-Seq identifies not only TSSs, but also the full 5′ and 3′ untranslated regions (UTRs) of transcripts. The 3′UTR is thought to be the main target region for miRNAs, which bind to mRNAs and mediate their degradation or inhibit their translation [34]. Since miRNAs play important roles in cell-type definition [35]–[37], we used an approach similar to that used for the TFBSs to predict miRNAs involved in individual isoform regulation. Using the same 2 groups of differentially expressed isoforms, we analyzed the relative abundance of miRNA Response Elements (MRE). Since miRNA binding generally leads to mRNA downregulation, a relative paucity of MREs would be expected to correlate with increased activity of the relevant miRNA on that group of transcripts.

Groups of 3′UTRs were submitted to TargetScan, which allowed us to scan for known and registered MREs [38]. Relative abundance and frequency of miRNA target sites in the groups were manually calculated following a model developed for TFBS analysis [39], which underlies ASAP, and the resulting Z-scores were used for hierarchical clustering (Figure 5; Table S3). Cluster analysis revealed groups of co-regulated miRNAs. To facilitate analysis of miRNAs we chose a level of the dendogram that defines 8 clusters. Clusters II and III contained miRNAs whose target sites were found in low abundance in CGN-enriched 3′UTRs suggesting high miRNA activity (Figure 5). In contrast, the miRNAs in cluster VI, VII, and VIII were found in low abundance in DRG 3′UTRs, suggesting high activity of the cognate miRNAs. Further validation of these miRNAs in these cell types is needed to draw conclusions about cell-type specific regulation, but the strong differences in MRE abundance suggests that this approach can lead to the identification of relevant miRNA targets, and that these may help shape neuron specific isoform expression.

**Figure 5:**
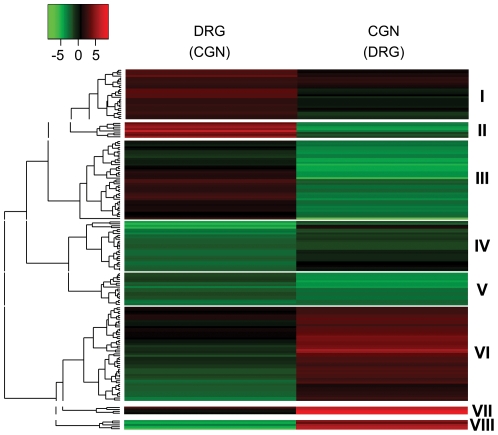
Hierarchical clustering of miRNA target sites in the 3′ UTRs of differentially expressed isoforms. Heat map representing Z-scores derived from MRE frequency. Red indicates a frequent appearance of the MRE (suggesting low miRNA activity in the corresponding cell type) and green a low frequency (suggesting possible high miRNA activity in the corresponding cell type). Cluster II contains miRNAs with responsive elements appearing in 3′UTRs of transcripts overexpressed in DRGs. Cluster I miRNAs are present in most of the transcripts regardless of comparison indicating these miRNAs may not be active in neurons. Clusters VI-VIII represent miRNAs that could be potentially active in DRG enriched transcripts due to their low appearance in DRG 3′UTRs, while Cluster II and III represent miRNAs potentially active in CGNs. Cluster IV and V represent miRNAs with a low abundance of target sites regardless of cell type suggesting these miRNAs may be active in both neuronal types.

### Using TFBS and miRNA data for network analysis

Understanding the functional nature of differential gene expression has traditionally involved the use of Gene Ontology but this method considers genes and is not yet implemented for isoforms. Therefore our approach was to identify the regulatory events directing isoform diversity. We did this by examining the TFBSs and MREs on differentially expressed isoforms. By crossing the TFBS data with the miRNA analysis we predicted novel interaction networks potentially active in these neuronal types. GeneGo MetaCore was used to generate an interaction network between clusters I and V from the TFBS analysis (Figure 4), and clusters II, III, VI, VII, and VIII from the miRNA analysis (Figure 5). The network suggests that miR-499 negatively regulates serum response factor (*SRF;* Figure 6; [40]). While this is a known interaction, it is supported by the predicted activity of both miR-499 and SRF in DRG neurons: miR-499 target site was found in high abundance in DRG neuron 3′UTRs, suggesting low activity and SRF TFBSs are found in high abundance, suggesting high SRF activity. Another potential miRNA-TF interaction was identified between miR-125b and SRF (Figure 6; [41], an observation which is yet again consistent with the predicted activity of these two molecules; Figure 4 and 5). These two examples demonstrate that this approach, to analyze differentially expressed isoforms for TFBS and miRNA target sites, can associate specific TFs and miRNAs activity previously identified in other systems to neuronal functions or identity. We posit that the SRF may be a key transcriptional regulator to promote axon growth. It is known that SRF mediates NGF dependent axon growth and DRG neuron target innervation in early development [42] and here we show that it has numerous predicted interactions with miRNAs (Figure 6). This makes *Srf* a prime candidate for activation because it has the potential to regulate numerous genes simply by its ability to impact the expression of multiple miRNAs in a cell type (DRG neurons) exhibiting robust neurite growth both in vitro and in vivo after an axonal injury. Indeed while there is no change in the expression of serum response factor (*Srf*), we find that a novel isoform of serum response factor binding protein (*Srfbp1*) is significantly overexpressed (up to 10-fold higher) in DRG neurons (Table S1). 

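The reference isoform of Srf, on chromosome 17 (46637559 to 46693140, mm9), had an FPKM of 580 ± 18.3 (SD, n = 3) in DRG neurons and 1295 ± 264 (SD, n = 2) in CGNs, a log2 fold change of -1.08 (standard error 0.42, adjusted p = 0.14, limma), called lower under the other scalings (adjusted p = 0.02, 0.014 and 0.018). Summed over its isoforms, Srf had 1034 ± 206 and 1921 ± 401 (log2 fold change -0.87, standard error 0.41, adjusted p = 0.13), and was called lower in DRG neurons after quantile normalization (-1.45, adjusted p = 0.0065), equal total FPKM (-1.79, adjusted p = 0.0029) and median ratio scaling (-1.54, adjusted p = 0.0056). The assembled isoform Srfbp1_j1 was at 0.4, 589 and 717 in the DRG libraries and 18.4 and 311 in the CGN libraries (log2 fold change 0.89, standard error 1.45, adjusted p = 0.73), and its fold change was -0.31 without CGN replicate 1, 2.09 without CGN replicate 2, 2.15 without DRG replicate 1, 0.32 without DRG replicate 2 and 0.19 without DRG replicate 3. The reference isoform of Srfbp1 was at 685, 732 and 515 and at 359 and 708 (log2 fold change 0.31, standard error 0.52, adjusted p = 0.74), and below 0 after quantile normalization (-0.17), equal total FPKM (-0.58) and median ratio scaling (-0.35), and without CGN replicate 1 (-0.14). The authors' grouped FPKM for Srfbp1_j1 is 1989 in DRG neurons and 161 in CGNs, and for the reference isoform 10.6 and 437. Summed over both, Srfbp1 had 1080 ± 344 and 698 ± 454 over the libraries (log2 fold change 0.69, standard error 0.56, adjusted p = 0.36), with -0.2 at equal total FPKM, 0.03 without CGN replicate 1 and 1.35 without CGN replicate 2.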

The activity of the other TFs and miRNAs can be tested in future experiments for their relevance in the specific cellular populations.

**Figure 6:**
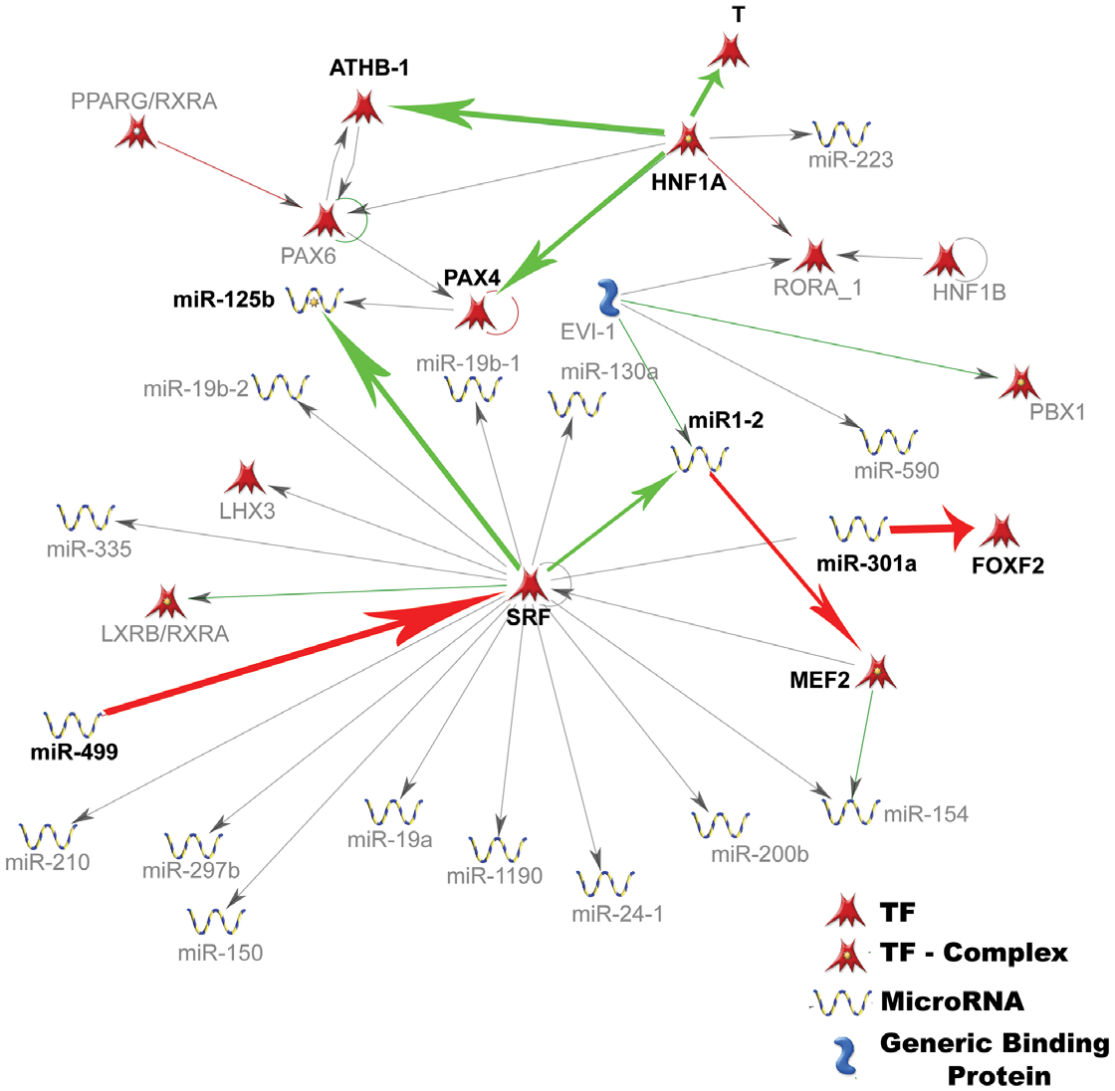
Interaction networks between TFs and miRNAs. The shortest paths algorithm was used to examine interactions between the TFs in Clusters I and V (Figure 4) and the miRNAs in Clusters II, VI, VII, and VIII (Figure 5; GeneGo, MetaCore, Inc,). The number of steps was limited to one. All interactions are shown. Interactions that support the findings from TFBS and miRNA clustering are indicated in bold. Green indicates activation and red inhibition.

## Discussion

In our studies we applied RNA-Seq to two neuronal populations: cerebellar granular neurons (CGNs) and dorsal root ganglion (DRG) neurons. While a few recent studies have utilized RNA-Seq on nervous tissue [7], [8], RNA-Seq on distinct neural types remains largely unexplored [43]. 

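Csf1r, the receptor that maintains microglia, had an FPKM of 4.73 ± 8.16 (SD, n = 3) in DRG cultures and 1397 ± 147 (SD, n = 2) in CGN cultures, a log2 fold change of -4.73 (standard error 0.56, adjusted p = 0.0003, limma). All 10 macrophage and microglia genes tested were lower in DRG cultures under every scaling (10 when adjusted over the list alone, set test adjusted p = 2e-09, adjusted p = 0.26 with an estimated correlation). Without CGN replicate 1, 3 of 5 tested were lower, and without CGN replicate 2, 0 of 5. The glutamate transporter of astrocytes and Bergmann glia, Slc1a2, had 109 ± 16.1 and 6577 ± 186 (log2 fold change -5.39, standard error 0.48, adjusted p = 7.5e-05), and the water channel Aqp4, at 3961 and 8022 in the CGN libraries, was listed at 0 in every DRG library. Of 14 genes of cerebellar glia, 1 was higher in DRG cultures, 8 were lower and 5 did not pass (1 and 8 when adjusted over the list alone, set test adjusted p = 2.5e-06, adjusted p = 0.26 with an estimated correlation). There were 8 or 9 lower under the other scalings and 3 of 12 with either CGN library left out. Pvalb, the parvalbumin gene of Purkinje cells and interneurons, was at 945 and 1116 in the CGN libraries and listed at 0 in the DRG libraries. The authors' grouped FPKM for Pvalb in DRG neurons is nevertheless 95.8, so its absence there is not shown. Of 12 genes of other cerebellar neurons, 9 were lower in DRG cultures and 3 did not pass, with 9 or 10 lower under the other scalings (9 lower when adjusted over the list alone, set test adjusted p = 4.9e-09, adjusted p = 0.35 with an estimated correlation). By the same filter only 5 stayed in the test with either CGN library left out, which cannot stand for the list. Of 6 endothelial genes, Cldn5, a tight junction gene at 389 and 622 in the CGN libraries and listed at 0 in DRG cultures, was lower and 5 did not pass (1 lower when adjusted over the list alone, 2 lower under each other scaling). Their set test (adjusted p = 0.033, adjusted p = 0.39 with an estimated correlation) was not past the threshold under the other scalings (adjusted p = 0.13, 0.11 and 0.098) or without DRG replicate 2 (adjusted p = 0.071). It was also not past it with either CGN library left out, where the same filter kept only 4 of these genes. The proliferation marker Mki67 had 27.0 ± 30.3 and 843 ± 294 (log2 fold change -3.56, standard error 0.61, adjusted p = 0.0021), and the replication clamp Pcna 1647 ± 533 and 103 ± 26.7 (log2 fold change 3.43, standard error 0.54, adjusted p = 0.0014). Of 18 cell cycle genes, 2 were higher in DRG cultures, 7 were lower and 9 did not pass (2 and 7 when adjusted over the list alone, set test adjusted p = 0.0011, adjusted p = 0.58 with an estimated correlation), with 2 and 11 under each other scaling, 1 and 3 without CGN replicate 1 and 2 and 1 without CGN replicate 2.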

To acquire pure cellular populations cells were cultured in conditions such that large numbers of nearly pure CGNs [12] and DRG neurons were obtained (see Materials and Methods). We were able to identify differentially expressed isoforms (Figure 2), confirm the identities of numerous novel isoforms and validate their expression levels (Figure 3), and perform a bioinformatic analysis to understand isoform expression regulation (Figure 4, 5, 6).

Why is understanding isoform diversity important? It is well accepted that genes express multiple isoforms and recently it has been demonstrated that isoform number increases with sequencing depth [44]. Identifying all expressed isoforms in specific cell populations is therefore necessary to fully understand all of the components contributing to cellular function. In addition to the sheer number of isoforms with unknown functions, numerous studies prove that isoforms can be functionally different [5], [6]. In our dataset two genes of interest, *Atf3* and *Pten* produced multiple isoforms (Figure 3). We used PCR and sequencing to confirm 3 TSSs for *Atf3* (Figure S1). One alternative transcription start site in our data was previously identified and characterized [45], but never annotated; the fact that we found this TSS demonstrates the reliability of this approach. Each *Atf3* promoter is active under different conditions. *Atf3 J1* and *J3*, the two isoforms with the lowest expression in DRG neurons, use the P1 promoter which is primarily active in response to stress and in numerous cancers [45], whereas the conventional *Atf3* promoter (P2) typically is reactive to mitogenic stimuli [46]. The *Atf3* isoform with the highest FPKM in DRG neurons was J2 and its promoter is completely novel (Figure S1). 

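Atf3 J2 made up 0.521 ± 0.126 (SD, n = 3) of the summed FPKM of all Atf3 isoforms in DRG neurons, at 0.507, 0.654 and 0.403 in the single libraries. In CGNs it made up 0.245 ± 0.0581 (SD, n = 2; two-sided exact permutation test, p = 0.2, against a smallest possible p of 0.1). Relative to the reference isoform of Atf3, J2 was at 1.14, 2.63 and 1.2 in the DRG libraries and 1.35 and 1.17 in the CGN libraries (p = 0.9 by the same exact test).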

While the CDS for these isoforms are the same, one way to confer functional differences could be through differential promoter regulation which could cause functional differences simply by changing coregulated genes.

Another point of isoform diversity occurs with alterations in the CDS and 3′UTRs. Changes in CDS may lead to the most obvious alterations in function as whole protein domains with specific functions could be present or absent. We examined numerous other transcripts associated with neuronal regeneration and found that many harbored changes that would affect the CDS (Table 4). One such validated example is the discovery of *PTEN J2*. *PTEN J2* uses an alternative TSS and has a longer 3′ UTR compared to the *PTEN* transcript expressed in these neuronal cells (Figure 3B). The predicted open reading frame indicates that protein made from this transcript would lack the phosphatase domain (Figure S2). We were not able to validate the presence of endogenous *PTEN J2* using existing antibodies. This could be because endogenous protein expression is low (consistent with the low expression of the J2 transcript), but it is also possible that *PTEN J2* exists solely as a regulatory noncoding RNA (ncRNA), which could potentially function as a miRNA sponge to participate in the fine regulation of the main transcript [47]–[49].

Why analyze differentially expressed isoforms for specific TFBSs and for miRNA response elements? If one hopes to truly understand the regulation driving isoform diversity, it is necessary to identify the transcription factors and miRNAs that direct their expression. The idea that this approach identifies novel regulatory networks is supported by a comparison between the present study and a previous study performed in our lab. In that study, TFBS analysis was performed on differentially enriched genes between DRG neurons and CGNs after subtractive hybridization and microarray analysis [50]. Interestingly, we found only 6 TFs that overlap between the two studies (*Cepba*, *Irf1*, *Myc*, *Pax4*, *Rel*, and *Tead*). Some differences may be attributed to the TFBS matrices used. Smith et al. used TRANSFAC to examine specific binding sites, while in this study we employed the JASPAR database, which examines TFBS matrices. In addition, different cutoffs for differential gene expression between the two studies likely account for some of the differences observed. It will be interesting to test whether the 6 TFs common to both analyses may be network hubs driving DRG neuron specific gene expression.

In addition, network analysis could identify novel and functionally relevant pathways. In fact, we found that numerous interactions first identified in muscle tissue [40], [41], were predicted to be active in DRG neurons. For instance, our TFBS analysis predicted high activity of SRF, forkhead box F2 (FOXF2) and myocyte enhancer factor 2 (MEF2) in DRG neurons, which is consistent with the high abundance of response elements for miRNAs-1-2, -301 and -499 in DRG neuron-enriched transcripts (Figure 6; [40], [51], [52]). Previous identification of these interactions in muscle cells supports the existence of this network. When we examine the expression of SRF, MEF2A, and FOXF2 in our dataset, we find that SRFBP1 and a novel isoform of MEF2B are significantly overexpressed in DRG neurons compared to CGNs (Table S1), supporting the idea that they may be more active in DRG neurons. 

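The assembled Mef2b isoform on chromosome 8 (72663372 to 72672885, mm9) had an FPKM of 784 ± 379 (SD, n = 3) in DRG neurons and 252 ± 21.9 (SD, n = 2) in CGNs, a log2 fold change of 1.38 (standard error 0.57, adjusted p = 0.16, limma). Summed over isoforms, Mef2b had 955 ± 386 and 344 ± 108 (log2 fold change 1.31, standard error 0.55, adjusted p = 0.086). After quantile normalization, equal total FPKM and median ratio scaling, the isoform had 0.93, 0.52 and 0.74 and the sum 0.8, 0.43 and 0.67. Mef2a, another transcription factor of muscle and neurons, had 1338 ± 233 and 1158 ± 135 (log2 fold change 0.19, standard error 0.41, adjusted p = 0.74), and was below 0 after quantile normalization (-0.38), equal total FPKM (-0.73) and median ratio scaling (-0.48) and for reference transcripts only (-0.58). Its values without CGN replicate 1 or 2 were 0.08 and 0.31, and without DRG replicate 1 or 3 they were 0.29 and 0.06. Foxf2, a forkhead factor of mesenchyme, was at 327, 81.6 and 191 in the DRG libraries and 264 and 342 in the CGN libraries (log2 fold change -0.62, standard error 0.64, adjusted p = 0.48), with -0.98 without DRG replicate 1 and -0.22 without DRG replicate 2. Of 12 tested transcription factors with enriched sites in Table S2, a list drawn from the study's own results on these libraries and not independent evidence, 3 were lower in DRG neurons by limma and 9 did not pass (2 lower when adjusted over the list alone, 5 lower under each other scaling). They included Pax6 and Foxq1, the latter listed at 0 in every DRG library and at 198 and 299 in the CGN libraries. The set test of the 12 (adjusted p = 0.017, adjusted p = 0.62 with an estimated correlation) was not past the threshold without DRG replicate 2 (adjusted p = 0.068, 2 higher and 2 lower), CGN replicate 1 (adjusted p = 0.2, 1 of 10 lower) or CGN replicate 2 (adjusted p = 0.07, 0 of 10 lower). From Srfbp1 and the Mef2b isoform the paper proposes that these factors may be more active in DRG neurons.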

Overall, this study profiles the isoform diversity found in two neuronal populations, reports differential isoform expression, and identifies potential regulatory networks active in each population. We conclude that applying RNA-Seq to distinct neuronal populations can uncover the rich isoform diversity that contributes to neuronal identity and differential function.

### Ethics Statement

All procedures using animals were approved by the University of Miami Animal Care and Use Committee.

## Materials and Methods

### DRG and CGN Cell Culture

DRGs and CGNs were cultured from P8 C57bl/6j mice. CGNs were isolated as previously described by our laboratory [53]. Tissue culture plate preparation was performed as previously described [54]. From one mouse, 5×10^5^ cells were grown for 16hrs on tissue culture dishes coated with 100ug/mL poly-d-lysine (Sigma-Aldrich) and 5ug/mL laminin (Trevigen, Inc.). Two biological replicates for each CGN substrate were prepared for RNA-Seq. For qPCR validation, three additional biological replicates were prepared exactly as for the RNA-Seq experiment.

For DRG isolation, each ganglion was trimmed of its axons, and then incubated in a solution of dispase (10mg/mL; Invitrogen), trypsin (0.25%; Invitrogen), and collagenase (3000U/mL; Invitrogen). Fetal bovine serum was used to quench the trypsin. Cells were centrifuged at 80G and then resuspended in L-15 media (Invitrogen) and DNase (0.2mg/mL; Sigma Aldrich) followed by trituration. Ganglia from two mice were combined for each biological replicate. Three biological replicates were prepared in total. The DRG media was prepared as previously described [50] and supplemented with 0.05 µg/mL nerve growth factor and 10 µM 5′-fluoro-2′deoxyuridine (FuDR, Sigma) to eliminate contaminating glial cells. DRG cultures underwent three rounds of 4-day FuDR treatment over the course of 16 days. Cell culture purity was determined by counting the number of neuronal specific tubulin positive cells and comparing that to number to Hoechst positive nuclei using the Cellomics ArrayScan VTI automated imaging system (Thermo Scientific). Cultures were 74% neuronal and examination of FPKMs for some known glial associated genes supports that finding. The FPKMs for the two known isoforms of glial fibrillary acidic protein were 11 (uc007lsw.1) and 32 (uc007lsx.1). 

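The Gfap isoform uc007lsw.1, on chromosome 11 (102748659 to 102758451, mm9), had an FPKM of 45.0 ± 33.8 (SD, n = 3) in DRG cultures and 3607 ± 949 (SD, n = 2) in CGN cultures, a log2 fold change of -5.3 (standard error 0.62, adjusted p = 0.0067, limma). The isoform uc007lsx.1 had 49.6 ± 47.6 and 943 ± 234 (log2 fold change -3.42, standard error 0.78, adjusted p = 0.037), but was not past the threshold when any single library was left out, where its values were -3.45, -3.03 and -3.77 without DRG replicates 1, 2 and 3 and -3.66 and -3.17 without CGN replicates 1 and 2. Their sum, Gfap, had 94.6 ± 48.2 and 4550 ± 1183 (log2 fold change -5.03, standard error 0.57, adjusted p = 0.00025).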

The FPKM for myelin protein zero (Mpz) isoforms was 11,252 FPKM and for myelin protein like zero 1 and 3 the FPKMs were 115 (Mpzl1-uc007djg.1), 634 (Mpzl1-uc007djh.1), 769 (Mpzl1-uc007dji.1), 4 (Mpzl3-uc009pfb.1), and 157 (Mpzl3-uc009pfc.1). 

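Mpzl1, which encodes a cell surface glycoprotein, had an FPKM of 1372 ± 397 (SD, n = 3) in DRG cultures and 2969 ± 712 (SD, n = 2) in CGN cultures (log2 fold change -1.11, standard error 0.41, adjusted p = 0.058, limma), and was called lower in DRG cultures after quantile normalization (-1.77, adjusted p = 0.0054), equal total FPKM (-2.04, adjusted p = 0.0031) and median ratio scaling (-1.79, adjusted p = 0.0044). Mpzl3 was low in both, at 50.0, 257 and 30.3 in the DRG libraries and 37.9 and 69.1 in the CGN libraries.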

The FPKMs for myelin basic proteins were 2979 (Mbp- uc008ftx.1), 5471 (Mbp- uc008ftw.1), and 10831 (Mbp- uc008ftz.1). 

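Summed over 13 listed isoforms, Mbp, the myelin basic protein gene, had an FPKM of 21607 ± 7840 (SD, n = 3) in DRG cultures and 9650 ± 505 (SD, n = 2) in CGN cultures (log2 fold change 1.08, standard error 0.41, adjusted p = 0.061, limma), and was past the threshold without DRG replicate 2 (1.43). Its log2 fold change was only 0.01 after quantile normalization, 0.13 at equal total FPKM and 0.39 after median ratio scaling. The isoform uc008ftz.1 had 11034 ± 4298 and 2776 ± 702 (log2 fold change 1.92, standard error 0.42, adjusted p = 0.032), a call that was lost under each other scaling and without DRG replicate 1 (1.95), 2 (2.19) or 3 (1.63) or CGN replicate 2 (1.67). The isoform uc008ftw.1 had 4698 ± 2032 and 411 ± 581 (log2 fold change 4.43, standard error 1.16, adjusted p = 0.053), with 2.36 without CGN replicate 1 and 6.49 without CGN replicate 2, and was past the threshold in both cases. The isoform uc008ftx.1 had 3026 ± 1426 and 1255 ± 937 (log2 fold change 1.32, standard error 0.67, adjusted p = 0.25), with 2.12 without CGN replicate 1 and 0.51 without CGN replicate 2.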

While the FPKMs for Mpz and Mbp appear high it is worth noting that DRG neurons have been demonstrated to express both transcripts (Allen Institute for Brain Science and Eurexpress).

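Pmp22, a gene of compact peripheral myelin, was at 60382, 47420 and 66364 in the DRG libraries and 796 and 1644 in the CGN libraries (log2 fold change 5.59, standard error 0.39, adjusted p = 2.8e-05, limma). Cdh19, a cadherin of Schwann cell precursors, was at 2982, 1806 and 3153 in the DRG libraries and 17.3 and 0 in the CGN libraries (log2 fold change 5.5, standard error 0.54, adjusted p = 0.00013), while Fabp7, a fatty acid-binding protein of satellite and radial glia, was lower in DRG cultures, at 462 ± 274 and 7804 ± 5601 (log2 fold change -3.9, standard error 0.64, adjusted p = 0.0016). Of 18 genes of Schwann cells and satellite glia, 11 were higher in DRG cultures, 1 was lower and 6 did not pass (12 and 1 when adjusted over the list alone), with 9 and 2 under each other scaling. Their set test (adjusted p = 0.019, adjusted p = 0.66 with an estimated correlation) was not past the threshold without CGN replicate 2 (adjusted p = 0.27). The collagen gene Col1a2 had 13898 ± 4566 and 240 ± 102 (log2 fold change 5.57, standard error 0.42, adjusted p = 3.6e-05), decorin, Dcn, 12283 ± 3633 and 89.2 ± 84.1 (log2 fold change 6.58, standard error 0.48, adjusted p = 3.2e-05), and periostin, Postn, 11287 ± 3861 and 122 ± 11.2 (log2 fold change 5.98, standard error 0.42, adjusted p = 2.8e-05). Of 18 fibroblast genes, 16 were higher in DRG cultures by limma and 2 did not pass (16 higher when adjusted over the list alone, set test adjusted p = 1.6e-05, adjusted p = 0.44 with an estimated correlation), with 14, 12 and 13 higher after quantile normalization, equal total FPKM and median ratio scaling. The median log2 fold change of the fibroblast genes was 3.03 and that of 20 pan-neuronal genes 1.26, among which Thy1, also made by fibroblasts, had 52646 ± 15907 and 747 ± 234 (log2 fold change 6.03, standard error 0.38, adjusted p = 1.9e-05).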

### RNA Isolation & Preparation for Next Generation Sequencing

RNA was extracted using Trizol Reagent (Invitrogen) following standard methodology. The RNA Integrity Number (RIN) was greater than 9.5 for each biological replicate. Next Generation Sequencing was performed at the Hussman Institute for Human Genomics Sequencing Core Facility (University of Miami, Miami, FL). RNA was prepared for Next Generation Sequencing following the Illumina mRNA Sample Preparation Guidelines (Illumina, Cat # RS-930-1001). Each sample was run over two lanes and subjected to 52 sequencing cycles on the Illumina Genome Analyzer II (Illumina). Image analysis and base calling were performed using Genome Analyzer II Pipeline v1.5 (Illumina). Read alignment using the Efficient Large-Scale Alignment of Nucleotide Databases (ELAND) algorithm is part of the Illumina pipeline and standard service at the sequencing core. 80% or more of the reads aligned to the mouse reference genome (mm9) which is similar to what was found in our analysis using Bowtie [15].

### Bioinformatics

All of the bioinformatic analyses were run on the “Pegasus”, a Linux based supercomputer with 5000 central processing units (http://www6.miami.edu/miami-magazine/featurestory2.html).

#### Reads alignment with Tophat and Bowtie

Raw reads were first aligned to the mouse reference genome (assembly mm9). For this purpose we used the Tophat software, version 1.0.13 [14], [15]. Default settings were used except for the following options: –G option which supplies Tophat with gene model annotation (combined UCSC, Ensembl, and RefSeq annotations) and –i 50 which sets the minimum intron length to 50. The software works through the Bowtie fast aligner and it is able to identify reads that entirely map to the reference genome as well as predicting splice junctions aligning reads that span across distant areas of the genome without any reference annotation. This process was performed independently for each single sample. On average 79% of reads aligned in at least one region of the reference genome for all the samples (Table 1).

#### Transcript reconstruction and expression estimation

Aligned reads were assembled into the different RNA-species by the Cufflinks software (version 0.8.3). At first Cufflinks uses the aligned reads in the dataset to describe a set of transcripts starting from the reads that span splice-junctions. We ran this step using a non-annotated reference genome because without an annotation the software will assemble novel transcripts and isoforms. After transcript assembly, normalized expression levels are estimated and reported as FPKM (**F**ragments **P**er **K**ilobase of exon per **M**illion fragments mapped) together with confidence intervals. A different part of the software, named Cuffcompare (version 0.8.3) classified the reconstructed RNA-species as novel or known according to how they map back to the provided reference annotation [16]. Cuffcompare was run twice, first with a combined reference GTF generated from crossing annotated transcripts found in the UCSC Genome, the Ensembl, and the RefSeq database. We combined three genome annotations in an effort to minimize falsely identified novel transcripts. UCSC was used as the base since it contained the highest number of annotated RNA species; all non overlapping annotations found in the other databases were added. We reran Cuffcompare in order to improve the accuracy of read alignment and therefore transcript expression estimation (personal communications with Cole Trapnell). The nature of the alignment of the reconstructed RNA-specie and the annotated element are reported according to a code letter. For our purposes we isolated from the output only the “ = ”, “j” and “u” classes (corresponding to a “perfect match” to a known RNA-molecule, new isoforms of known active locus, and to full transcripts never identified before – see [16] for more details). We ran Cuffcompare a 2nd time after adding annotation for unknown and novel transcripts assembled by Cufflinks.

#### Differential Expression Testing

In order to determine which isoforms were differentially expressed within the dataset we used Cuffdiff [16]. Cuffdiff allowed the biological replicate data to be run by Cufflinks as a group, thus enabling identification of differentially expressed isoforms between conditions. Isoforms were considered significant if they met Cuffdiff's requirements to perform a statistical test (see Materials and Methods; [16]), had a corrected p-value <0.05, and an absolute value of the natural log of the fold change >1. Cuffdiff (version 0.9.3) was run using the new combined annotation. We used the upper-quartile normalization option to exclude reads coming from highly expressed genes which allowed more accurate expression level determination of transcripts expressed at low levels [55]. Cuffdiff was run twice: the first time expression estimation was performed separately for each single sample, allowing us to assess the variability between biological replicates. The second run was performed using the “biological replicates” option. This option gave a single expression level per transcript per condition and allowed differential expression testing between cell types. Cuffdiff determined statistical significance based on the square root of the Jensen-Shannon divergence between the relative abundance of transcripts [16]. Significance was reported as an uncorrected p-value, and then classified as significant/not –significant after Benjamini-Hochberg correction of the p-value. We considered transcripts as differentially expressed if: 1) the Jensen-Shannon test statistic was reported, 2) the False-Discovery-Rate adjusted p value was less than 0.05, and 3) change in relative abundance in either direction was e-fold or greater, e is the base of the natural logarithm.

### Logistic Regression Analysis

Based on the 95% confidence intervals for FPKM produced by Cufflinks software, we distinguished more reliable from less reliable FPKM estimates by labeling an FPKM estimate with a lower confidence bound exceeding 0 as “reliable” and an FPKM estimate with lower confidence bound of 0 as “unreliable”. We used these observations to fit a logistic regression function (SAS, version 9.2) relating the probability that an isoform was reliable to log FPKM.

### Defining TSS, CDS, and 3′ UTR

TSSs were defined as the beginning of the first exon. A change in CDS was defined as any change that occurred from exon 2 to the second to last exon when compared to the conventional isoform. 3′ UTRs were defined as the last exon. The number of differentially expressed isoforms associated with a CDS in the reference annotation was greater than 93% indicating that the vast majority of transcripts analyzed in this dataset are in fact messenger RNAs and not noncoding RNAs.

### Quantitative Real Time PCR

Three additional biological replicates were created for both DRGs and CGNs. RNA from these replicates was used as input (450ng) for a reverse transcription reaction using oligo d(T) primers following the manufacturer's recommendations (Advantage RT-for PCR kit, Clontech). In all cases primers designed for qPCR spanned exon-exon boundaries. Real time PCR was performed using 2X SYBR Green master mix (Applied BioSystems) on the Gene Rotor System (Corbett Research, Qiagen). Relative expression was calculated using the delta delta C_t_ method [56]. Primer sequences can be found in Table 5.

**Table 5:** Primer sequences used for qPCR and isoform validation.

Gene/Isoform	Primer Sequence	Product Size (bp)
Atp1a3	5′-CCCCATATCTTCTTTAGGGTCTG-3′	144
	5′-GCAGGATAGAGAAGCCACCA-3′	
Aplp1	5′-CCTTCAGGTGATCGAAGAGC-3′	124
	5′-ACTGGGACCCAAGTGTTCAG-3′	
Atf3	5′-CCAGCCACAGTCTCACTCAG-3′	1435
	5′-CAACAGAGGATGGACGACAC-3′	
Atf3 J1	5′-TGGAAGAGAGACTCCTCTGAACA-3′	1339
	5′-CAACAGAGGATGGACGACAC-3′	
Atf3 J2	5′-AGATCCAATCCCTGCCTTG-3′	1289
	5′-CAACAGAGGATGGACGACAC-3′	
Atf3 J3	5′-CAGACCAGACAAGAGTATGGAAGA-3′	1072
	5′-TTTCCGGGAGTTTCATCAGA-3′	
Timp1	5′-ATTCAAGGCTGTGGGAAATG-3′	183
	5′-CTCAGAGTACGCCAGGGAAC-3′	
Sncg	5′-GACCAAGGAGGGGGTTATGT-3′	135
	5′-ACTGTGTTGACGCTGCTGAC-3′	
Slo3a1	5′-TCTTATGCGCTGGGAGTTCT-3′	106
	5′TGCTCCAGAACAGACAGGTG-3′	
Casd1	5′-AGCAGCACCAGGACCTCTAA-3′	114
	5′TCTGCTCGATTCAGGAAGGT-3′	
Rab5b	5′-GAAGTTGCCAAAGAGCGAAC-3′	220
	5′-CAGGGCTCAGTGTGCTGTTA-3′	
Matn2 J1	5′-CCTGAGCCAGTCACCATAAA-3′	278
	5′-TTTAGGCGATTTTCCAAAGC-3′	
Matn2	5′-AGCCAACAGTGCAACATAGA-3′	161
	5′-TTCATTTGCAACGTTCTGGA-3′	
Pten	5′-GGATTTCCTGCAGAAAGACTTG-3′	187
	5′-GCTGTGGTGGGTTATGGTCT-3′	
Pten J2	5′-CACTGGCTCCAGATTGTAGG-3′	244
	5′CGTCCCTTTCCAGCTTTACA-3′	
Smad1	5′-CAGCGCGACCAGATCAAT-3′	746
	5′-AGTGGTAGGGGTTGATGCAG-3′	
Smad1 J1	5′-TTTGTTTCTGCCCTGAGCTT-3′	591
	5′-AGTGGTAGGGGTTGATGCAG-3′	

### Validation of Atf3 and Pten Isoforms

Sequences for each set of isoforms were retrieved from the UCSC Genome Browser after uploading a user supplied GTF with the coordinate locations of each exon in the *Atf3* and *Pten* isoforms. Primers for validation can be found in Table 5. PCR results in Figure 3B-C were obtained using DRG cDNA, with 4.5ng of DRG RNA (no RT-control), or with water (no template control).

### Pten isoform over expression

*Pten* and *Pten* J2 CDS's were cloned into a modified pAAV-MCS plasmid (University of Miami Viral Vector Core, Miami, FL) containing the 2A peptide (Figure S1). The 2A peptide facilitates a ribosomal pause and thus produces two individual proteins from a polycistronic mRNA [57]. Pten-2A-eGFP/mCherry or Pten-J2-2A-eGFP/mCherry were transfected into HEK293 cells (Fugene, Roche) followed by Western blotting for PTEN or PTEN J2 (Cell Signaling, #9559). Early postnatal cortical neurons were prepared and transfected as previously described [58]. All plasmids (*DCX*, *ORX1*, *PTEN*, *PTEN* J2) were overexpressed from the pAAV-2A plasmids. Transfected cortical neurons were grown for 3 days, fixed and immunostained with Hoechst dye to mark nuclei and for neuronal specific tubulin (mouse monoclonal antibody, produced at the University of Miami monoclonal antibody core facility). Neurons were grown at densities such that processes could be accurately imaged and traced without substantial overlap between cells. Neuronal imaging and tracing was performed using the Cellomics ArrayScan VTI automated microscope (Thermo Fisher). Neurite length was determined using the Neuronal Profiling Algorithm v3.5. Data analysis was performed in Spotfire Decision Site Software (v9.1.2, Tibco). Transfected neurons were determined by calculating a background fluorescent intensity in neurons that did not receive plasmid and then a threshold was set, above which a neuron was deemed transfected [58]. The total neurite length for transfected neurons was determined for each plasmid condition. Dunnett's post test was performed to determine if there were significant differences in neurite length after transfection. OXR1 served as the neutral control and DCX as a positive control [58].

### Transcription Factor Binding Sites Analysis

Differentially expressed transcripts were grouped according to their expression profiles. Promoter regions -1000 to + 300 bp from the TSS were isolated for each single transcript. We took advantage of individual start sites as identified by sequencing to define RNA-species specific promoters.

Matrix models for Vertebrate Transcription Factors Binding Sites (TFBS) from the JASPAR database were then used to scan the promoter regions [59]. The frequencies of the binding sites were calculated as number of binding sites per base pair independently for each group and then compared to the frequencies calculated in a background of 5000 randomly chosen promoters to obtain the expected frequencies. The whole analysis was performed by Asap [33], which reported over or underrepresentation in each group as a Z-score calculated on the basis of frequency of TFBS appearance. We used only transcription factors with a Z-score one standard deviation above and below the average Z-score in at least one of the conditions to draw the heatmap.

### MicroRNAs Target Site Analysis

The same groups of transcripts used for the TFBS analysis were tested for abundance of target sites for specific miRNAs. MiRNAs are thought to target primarily 3′UTR's of messenger RNAs although recent reports have demonstrated that functional target sites can be found even in the coding sequence as well as in the 5′UTR of the transcripts [60], [61]. We decided to test the 3′UTR as the originally identified location of miRNA targets and therefore the one with the better characterized binding nature. Considering the complexity of defining the exact coding sequences and demonstrating their functionality, we defined 3′UTRs as the last exon of each transcript. MiRNA target sequences were based on the 5.1 release of TargetScanMouse (http://www.targetscan.org/mmu_50/; [38]). We allowed the software to recognize only perfect match complementarities to the seed-region of each miRNA. Three different kinds of sites are then reported: 7mer-8m, 7mer-1A and 8mer (see [38]).

To test for significance of over or underrepresentation of target sites in the different groups the approach described for the TFBS analysis was used. Briefly, frequencies of target sites per base pair were calculated for each group as well as for a background of 5000 randomly chosen 3′UTRs. Frequency in each group was compared to the frequency in the background to calculate the expected frequency. Observed and expected frequencies were then used to calculate a Z-score representing over or underrepresentation of target sites in each individual group. This approach was previously described by Sui and colleagues [62]. We used only miRNAs with a Z-score +/− 1 standard deviation around the average Z-score in at least one of the conditions to draw the heatmap.

## Supporting Information

Figure S1 **Atf3 transcripts in the UCSC Genome Browser.** Labels are directly above each track display. Thick black bars are exons and the thin line indicates introns. Arrows indicate direction of transcription (*Atf3* is on the minus strand). *Atf3*, *Atf3 J1*, and *Atf3 J2* have all been reported before. *Atf3 J2* is a novel isoform. In total three promoters are active: P1, P2 and a novel promoter, P3.
(TIF)

Figure S2 **Pten isoform analysis.** *A*, *B*, pAAV-2A-Pten or -Pten J2 over expression plasmids. *C*, The 2A peptide bridge sequence which mediates a ribosomal pause resulting in two independent proteins (2A bridge schematic adapted from Tang et al., 2009). *D*, Pten and Pten J2 amino acid sequences were put into protein BLAST. Pten J2 predicted protein lacks the phosphatase domain. *E*, Total neurite length is not changed compared to control (Oxr1). Doublecortin (DCX) is a positive control as it is known to increase neurite length. ***P<0.005.
(TIF)

Table S1 **Isoforms tracking file.** The nearest reference ID column refers to associated transcript ID given by UCSC Known Genes, RefSeq, or Ensemble database. A _j indicates a novel isoform. FPKM estimation for each individual sample with confidence intervals is shown. The biological replicates FPKM information was generated in the Cuffdiff run and used to differential expression analysis.
(XLSX)

Table S2 **Transcription factor names and Z-scores that went into creating the** **Figure 4** **heatmap.** The transcription factors are from the JASPAR database (release 10/2009). The Z-score for each TFBS in the promoters of DRG or CGN enriched isoforms is shown.
(XLSX)

Table S3 **MiRNA names and Z-scores that went into creating the** **Figure 5** **heatmap.** The Z-score for each TFBS in the 3′ UTRs of DRG or CGN enriched isoforms is shown.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

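Dorsal root ganglion (DRG) neurons and cerebellar granule neurons (CGNs) of postnatal day 8 mice were compared in 5 RNA-Seq libraries, 3 of DRG neurons and 2 of CGNs. By the paper, DRG cultures were kept for 16 days, with ganglia of 2 mice per replicate, and CGN cultures for 16 hours, with 1 mouse per replicate. The reads were not reprocessed. The depth of each library is known only as the read numbers of the paper's Table 1, and since counts were not analysed here the precision of a single value could not be computed.

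The authors aligned the reads to mm9 with TopHat, assembled transcripts with Cufflinks and Cuffcompare, and estimated FPKM with Cuffdiff and upper-quartile normalization, for each library alone and for the libraries of a cell type together (the grouped FPKM). The deposited table also holds lower confidence bounds of FPKM, the natural log of the fold change of CGNs over DRG neurons, the p-value of the authors' Cuffdiff test, its status and the authors' call after Benjamini-Hochberg correction. Of 9 FPKM columns, 2 repeat the grouped FPKM with 0 where the authors' test failed, and these were not used. Coordinates are those of the deposited table (mm9). Primer sequences of the paper were searched as exact matches within 100000 bp of each gene in the NCBIM37 sequence and placed on the GENCODE M1 annotation.

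From the deposited FPKM, log2(FPKM + 50) was tested between cell types with limma 3.58.1 (empirical Bayes with trend) in R 4.3.3, for isoforms and for genes as the sum of their isoforms, where FPKM was at least 50 in at least 2 libraries. Features were called at a Benjamini-Hochberg adjusted p under 0.05, and isoforms also with the paper's e-fold limit, a log2 fold change of 1.44. Lists of genes were tested with camera at a preset correlation of 0.01 and again with an estimated one. Ratios of isoforms were compared with exact two-sided permutation over the 10 splits of 3 against 2 libraries, whose smallest p is 0.1, and Kendall's tau with 100000 permutations. Logistic regression used isoforms with a grouped FPKM of at least 0.001, and the power law was fitted by least squares over FPKM bins from 1 to 600. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The limma steps were first tested on simulated data with 200 changed features: of genes changed by a log2 fold of 1, 2 and 4, 12, 59 and 100% were called among 13275 genes, and 13 unchanged genes were called. Far fewer features were changed there than were called in the deposited data, so the rates may not hold for these.

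The 28 gene lists are cadherins, integrins, growth factors, ion channels, microtubule motor proteins, neurotransmitter receptors and structural proteins (the paper's classes, rebuilt by symbol); sensory neuron, granule neuron, pan-neuronal, Schwann and satellite glia, fibroblast, cerebellar glia, other cerebellar neurons, macrophage and microglia, endothelial and cell cycle genes; immediate early, nerve injury response, Table 4 regeneration, axon guidance receptor, neuropeptide, transporter, Hox, cholesterol synthesis, ribosomal protein and housekeeping genes; and transcription factors with sites enriched in Table S2. The tests, the lists, the rule for named genes and the alternatives to each choice were fixed before the data were examined. The tests of the split between cell types, and 8 further alternatives, were chosen after the data were examined.

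Genes and isoforms were named if the paper states or draws on their expression in its text or in Tables 3 and 4, if they were among the 10 with the largest change in each direction past the threshold with every DRG library on one side of every CGN library, or if they were among up to 4 members of a list with the largest change in each direction past the threshold, with further members where fewer than 2 passed. Part of the table, with symbols beginning with digits, was readable in the paper's supplement when this rule was written, and values in the paper's own tables had been seen.

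The alternatives were pseudocounts of 1 and 10, no filter, FPKM of at least 100 in 2 libraries, quantile normalization, equal total FPKM, median ratio scaling, limma without trend or with a robust prior, a block for the replicate number, each library left out in turn, isoforms with test status OK only, reference transcripts only, thresholds of 25 and 100 FPKM, and the mean of the libraries in place of the grouped FPKM. With 1 CGN library left out, genes at 50 FPKM in the other CGN library alone were no longer tested. Transcripts outside annotated loci are not in the deposited table, and start sites, coding sequences and untranslated regions of assembled isoforms are not given there, so statements about them were left out. Some genes that met the rule, and the results that need them, including 1 test of non-neuronal cells in the cultures, are not reported here.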

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

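The 3 tests of the split between cell types were chosen after that split was seen, and the other tests of this part were written before their results were seen.

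Several signals lay in genes that the paper does not discuss. Of 21 Hox genes, which set position along the body axis, 17 were higher in DRG neurons, and no Hox gene of the table reached an FPKM of 50 in a CGN library. Of 18 fibroblast genes, 16 were higher in DRG cultures, and 17 of the 18 reached 50 in a CGN library. All 10 macrophage and microglia genes tested were lower in DRG cultures. With either CGN library left out, genes at 50 in no DRG library were not tested and 5 remained, so leaving one out cannot judge the list. Fos, an immediate early gene, had 1190 ± 677 (SD, n = 3) in DRG neurons and 24181 ± 3180 (SD, n = 2) in CGNs (log2 fold change -4.45, standard error 0.49, adjusted p = 0.00021, limma; -5.42, -5.38 and -5.13 after quantile normalization, equal total FPKM and median ratio scaling). Npas4, an activity-dependent transcription factor, had 2479 in its lower CGN library and was listed at 0 in the DRG libraries. Of 13 immediate early genes, 2 were higher in DRG neurons by limma, 3 were lower and 8 did not pass (2 and 3 when adjusted over the list alone, set test adjusted p = 0.039, adjusted p = 0.58 with an estimated correlation), with 2 and 4, 2 and 5, and 2 and 5 under the other scalings. Their set test was not past the threshold under these scalings (adjusted p = 0.15, 0.2 and 0.13) or without DRG replicate 2 (adjusted p = 0.071). With either CGN library left out, genes at 50 in no DRG library, such as Npas4, again left the test. Dependence of this list on a single CGN library therefore stays open. Nts, the neurotensin gene, had at least 30273 in every DRG library and was listed at 0 in CGNs, and Pax6 had at least 13974 in every CGN library and was listed at 0 in DRG neurons. Time in culture, 16 days or 16 hours, differed together with the cell type.

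More isoforms were higher in DRG neurons than in CGNs with the FPKM as deposited. A larger repertoire of DRG neurons would give every DRG library more isoforms at 50 FPKM. As deposited the DRG libraries had 25673, 26457 and 26799 and the CGN libraries 24422 and 27136, and after median ratio scaling they had 24453, 25670 and 26078, and 27370 and 27345. That scaling raises CGN replicate 1 (factor 0.57) and takes isoforms found in all libraries to be equal at the median, so a larger repertoire cannot be told apart from a difference in scale. Without CGN replicate 1, on the isoforms and genes tested with all libraries, 42.5% of isoform calls and 64.7% of gene calls were higher in DRG neurons. For the same isoforms 57% of those at an unadjusted p under 0.05 were higher, 53% lay above 0 and the median log2 fold change was 0.16, and with the filter applied again 90.1% of isoform calls were higher. These shares point both ways for isoforms, so a low scale of that library stays open for them, while for genes the split kept its direction. After median ratio scaling 43.4% of e-fold isoform calls were higher in DRG neurons, but this scaling centres the fold changes (median log2 fold change 0.38 before and -0.12 after it), which sets a split near 50%, so a difference in FPKM scale between the libraries stays open too. Whether the cells of one type hold more RNA stays open, since FPKM is relative and added standards were not analysed here.

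Fibroblast genes were high in the DRG cultures. If their transcripts came from non-neuronal cells, these genes would follow the same order of DRG libraries. Of 15 called fibroblast genes, 5 (33.3%) ordered the DRG libraries as Col1a2 does, against 14.8% of all genes (exact binomial p = 0.059). By the paper, the DRG cultures were treated with FuDR to remove glia and were counted as mostly, but not wholly, neuronal. Genes of a list are not independent, and 3 libraries have few orders, so non-neuronal cells may be a source of these transcripts but were not shown to be. Expression by the neurons themselves was not tested and stays open.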

How the results depend on the processing

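Genes with at least 1 isoform at 50 in only 1 cell type, logistic regression with isoforms listed at 0, and tau from means with isoforms summed were chosen after the values were seen. Of 1411 values of 86 named genes and isoforms under the alternatives, 1332 kept their direction and side of the threshold, 34 lost their call, 24 gained one and 21 changed direction. Of set tests 426 were the same, 57 lost their call, 5 gained one and 15 changed direction, and of counts and other main values 164 were the same, 68 moved and 1 lost its call. Of all values besides these main ones, named genes and set tests included, 1975 were the same, 91 lost their call, 29 gained one, 36 changed direction and 73 moved. For the values that follow the cause was not tested.

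After quantile normalization, equal total FPKM and median ratio scaling, isoforms lower in DRG neurons were 3232, 4056 and 3376 and genes lower 2810, 3470 and 2775, and genes higher were 2275 at equal total FPKM. In the same order, these changed direction: Aplp1 (-0.97, -0.73, -0.47), Mef2a (-0.38, -0.73, -0.48), the Srfbp1 isoform uc008exd.1 (-0.17, -0.58, -0.35), Tmsb4x (-0.91, -0.92, -0.67) and the set test of ion channels (adjusted p = 0.63, 0.47, 0.71), and Srfbp1 at equal total FPKM (-0.2). Ion channels also changed direction with pseudocounts of 1 (adjusted p = 0.9) and 10 (adjusted p = 0.96) and with the replicate block (adjusted p = 0.76). Without a filter 2069 isoforms were higher, and cholesterol synthesis and ribosomal proteins changed direction (adjusted p = 0.95 for each). With an estimated correlation 0 lists were called by camera, against 21 at the preset one (5 at an unadjusted p under 0.05).

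With test status OK only, 843 isoforms and 765 genes were lower in DRG neurons, growth factors changed direction (adjusted p = 0.55), and 21802 isoforms were expressed in either cell type, 4694 in DRG neurons only and 3558 in CGNs only, with 725 and 448 genes. With reference transcripts only, 668 genes were lower, and Casd1 (3.72) and Mef2a (-0.58) changed direction. With 50 in every library, 11937 isoforms were expressed in both, 4919 in DRG neurons only and 7750 in CGNs only, and 1459 and 2131 genes. Those of 1 cell type only could still be at 50 in some libraries of the other. With the mean of the libraries and every library of the other cell type under 50, 4469 isoforms and 735 genes were expressed in CGNs only. Genes with at least 1 isoform at a grouped FPKM of 50 in only 1 cell type were 5323 and 4346.

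Leaving out each library in turn, with a lone CGN library assumed to vary like the DRG libraries, gave 591 to 3935 isoforms higher and 148 to 414 lower, and 2233 to 4535 genes higher and 359 to 1330 lower. On the features of the full test, an alternative chosen after the values were seen, leaving out CGN replicate 1 or 2 gave 1193 and 2821 isoforms higher and 1613 and 1606 lower, and 1580 and 3850 genes higher and 863 and 734 lower. Ranges that crossed 0 or changed direction were Aplp1 -0.1 to 0.55, Atf3 J1 -2.52 to 1.35, uc008exd.1 -0.14 to 0.75, Srfbp1_j1 -0.31 to 2.15, Tmsb4x -0.33 to 0.43, and set tests of ion channels (adjusted p = 0.29 to 0.96), cholesterol synthesis (0.43 to 0.96) and ribosomal proteins (0.48 to 0.95). Kendall's tau was 0.307 to 0.386, from means of the libraries that gave 0.373 with all 5 and 0.529 with isoforms summed.

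The share of isoforms under 1% of the highest was 91.98% in DRG neurons and 93.9% in CGNs among isoforms at 50 or more, and 91.42% in CGNs against the second highest isoform. R squared of the power law was 0.931 and 0.938 from 1 to 100 FPKM, and 0.966 and 0.963 with logarithmic bins. The slope in DRG neurons and CGNs was -0.85 and -0.87 in the main fit. It was -0.54 and -0.55 from 1 to 100 FPKM, and -0.63 in both with logarithmic bins. The slope thus depended on the range and bins fitted, and a single slope over the whole range is not shown. In DRG replicates 1, 2 and 3 the logistic FPKM was 40.6, 39.8 and 42.8, the false positive rate 0.166, 0.165 and 0.18 and the false negative rate 0.11, 0.104 and 0.099, and in CGN replicate 2 they were 34.1, 0.155 and 0.109. At 25 FPKM the rates were 0.217 and 0.07 in DRG neurons and 0.198 and 0.075 in CGNs, at 100 FPKM 0.062 and 0.243 and 0.046 and 0.269, and with isoforms listed at 0 the false positive rate in DRG neurons was 0.118.

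The replicate numbers of the cell types are not known to pair. A block for them gave 2444 genes higher, and the difference between replicates 1 and 2 correlated between cell types at -0.009 across genes and -0.006 across isoforms, which are not independent replicates. Depth per value is unknown, which limits what can be said of isoforms near 50 FPKM.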

Differences from the paper's values

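The alternatives called added here were chosen after the values were seen, and the others before the data were examined.

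The paper gives 5328 genes expressed by DRG neurons only and 4358 by CGNs only, and 1593 and 1136 were found. All alternatives set before the data were examined differ from the paper's values, with 725 to 1932 and 448 to 2131. Counting genes with at least 1 isoform at 50 in only that cell type, an added alternative, gives 5323 and 4346, which do not differ.

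For the gene classes the alternatives set beforehand are limma calls on the libraries and a threshold of 100, and the added one is 50 in either cell type in place of both. The paper does not list class members. Cadherin isoforms higher in DRG neurons are 13 in the paper and 4 here (6 and 4 differ; added 10, does not), and higher in CGNs 5 in the paper and 1 here (8 and 1 differ; added 7 does not). Growth factor isoforms higher in CGNs are 9 in the paper and 2 here (limma 6 does not differ, threshold of 100 2 does; added 11 does not), and in both 33 in the paper and 65 here (70, 52 and the added 65 differ). Ion channel isoforms higher in DRG neurons are 31 in the paper and 20 here (limma 42 does not differ; 17 and the added 49 do), and in CGNs 18 in the paper and 3 here (40 and 3 differ; added 25 does not). Motor protein isoforms higher in CGNs are 5 in the paper and 3 here (limma 6 does not differ, 2 does; added 7 does not), and in both 38 in the paper and 88 here (101, 73 and the added 88 differ). Neurotransmitter receptor isoforms higher in DRG neurons are 14 in the paper and 8 here (3 and 3 differ; added 10 does not), and in CGNs 25 in the paper and 7 here (limma 18 does not differ, 5 does; added 24 does not). Structural protein isoforms higher in CGNs are 6 in the paper and 12 here (limma 15 and the added 21 differ; threshold of 100 9 does not), and in both 16 in the paper and 138 here (166, 114 and the added 138 differ).

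For FPKM ratios, Sncg is 0.000423 in the paper and 0.000281 here, where the mean of the libraries, 0.000422, and leaving out each library do not differ and the sum over isoforms does. Matn2 J1 in CGNs is 0.846136 in the paper and 0.225 here, where the mean of the libraries, 0.846, and leaving out each library do not differ and the sum does. Srfbp1_j1 is up to 10-fold in the paper and 2.64 here from the means of the libraries, and the authors' grouped FPKM, an added alternative, gives 12.4, which does not differ.

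For Table 4, Klf4 has 1 isoform in the paper and 0 here, where counting every listed isoform gives 1. Matn2 has 1 in the paper and 2 here, Mdk 1 in the paper and 4 here, Nosip 2 in the paper and 5 here, and Rhoa 1 in the paper and 5 here, and the mean of the libraries and every listed isoform differ for these. With 50 in every library of a cell type, an added alternative, they have 2, 2, 5 and 1, of which the 1 of Rhoa does not differ.

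The paper's Table 2 has more neurotransmitter receptor isoforms higher in CGNs than in DRG neurons, while the authors' calls with 50 in both cell types gave 8 higher in DRG neurons and 7 in CGNs. With 50 in either cell type, an added alternative, they gave 10 and 24, limma gave 3 and 18, and a threshold of 100 gave 3 and 5. The paper calls the Srfbp1 and Mef2b isoforms overexpressed in DRG neurons, while by limma Srfbp1_j1 had a log2 fold change of 0.89 (adjusted p = 0.73) and the Mef2b isoform 1.38 (adjusted p = 0.16). Casd1, which the paper places higher in CGNs, had -0.58 (adjusted p = 0.28) and was called after quantile normalization, equal total FPKM and median ratio scaling.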

Other observations

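All tests of explanations in this part were written before their results were seen.

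Avil, which encodes the actin regulator advillin of sensory neurons, had an FPKM of 28325 ± 3257 (SD, n = 3) in DRG neurons and 34.0 ± 24.3 (SD, n = 2) in CGNs (log2 fold change 8.43, standard error 0.35, adjusted p = 1.9e-06, limma). The galanin gene Gal had 9799 ± 2672 and 69.8 ± 6.22 (log2 fold change 6.32, standard error 0.41, adjusted p = 1.9e-05), and the dynein light chain Dynlt3 had 21648 ± 3016 and 407 ± 180 (log2 fold change 5.62, standard error 0.36, adjusted p = 1.9e-05). The Slit receptor Robo1 went the other way, at 0.776 ± 0.447 and 717 ± 20.3 (log2 fold change -3.92, standard error 0.54, adjusted p = 0.00067), although the authors' grouped FPKM for it in DRG neurons is 235. Igfbpl1, an insulin-like growth factor binding protein gene, was at 14449 and 28317 in the CGN libraries and listed at 0 in the DRG libraries.

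Tm7sf2, a sterol reductase of cholesterol synthesis, had 4291 ± 177 and 1043 ± 308 (log2 fold change 2.02, standard error 0.35, adjusted p = 0.0023, limma). Of 19 genes of cholesterol synthesis, 5 were higher in DRG neurons, 1 was lower and 13 did not pass (5 and 1 when adjusted over the list alone), and more were lower than higher under each other scaling, 6 and 2, 7 and 1, and 4 and 3. With any 1 DRG library left out the counts were 3 higher and 0 lower, without CGN replicate 1 they were 1 and 3, and without CGN replicate 2 they were 9 and 0. Their mean log2 fold change was above 0 and their set test pointed below other genes (adjusted p = 0.94).

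Grouped FPKM often lay over 2-fold outside the range of the libraries of its cell type, at 11.7% of isoforms of genes with several isoforms. Another scale of the grouped estimate is argued against by the median log2 ratio of grouped FPKM to the mean of the libraries, -0.04 in CGNs. Of isoforms of genes with 1 isoform 5.2% lay outside, and of sums over genes with several isoforms 3.9%, so a different sharing of reads between isoforms of a gene may account for part of it. It cannot be told apart from other causes, because a gene listed with 1 isoform may have others that were not listed.

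The first and second primers of each Atf3 pair matched the same strand of chromosome 1 as the paper prints them. The first primer of Matn2 had no exact match in the locus, and that of Matn2 J1 matched coding sequence of the annotated Matn2 (34362790 to 34362809 of chromosome 15). The first primer of Smad1 J1 lay in an intron 2857 bp downstream of the first annotated start.

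Markers of other cell types overlapped the other lists and tissues. Of 19 genes of Schwann cells and satellite glia in the table, 3 were also in another list and 13 reached an FPKM of 50 in a CGN library. For 14 genes of cerebellar glia these numbers were 4 and, in a DRG library, 12, for 13 macrophage and microglia genes 1 and 5, for 14 genes of other cerebellar neurons 3 and 5, and for 9 endothelial genes 1 and 4. Of 18 fibroblast genes 1 was in another list.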
